# Production of red‐flowered oilseed rape via the ectopic expression of *Orychophragmus violaceus OvPAP2*

**DOI:** 10.1111/pbi.12777

**Published:** 2017-07-26

**Authors:** Wenqin Fu, Daozong Chen, Qi Pan, Fengfeng Li, Zhigang Zhao, Xianhong Ge, Zaiyun Li

**Keywords:** *Brassica napus*, flower colour, anthocyanin, transcriptome, *PAP2*, *Orychophragmus violaceus*

## Abstract

Oilseed rape (*Brassica napus* L.), which has yellow flowers, is both an important oil crop and a traditional tourism resource in China, whereas the *Orychophragmus violaceus*, which has purple flowers, likely possesses a candidate gene or genes to alter the flower colour of oilseed rape. A previously established *B. napus* line has a particular pair of *O. violaceus* chromosomes (M4) and exhibits slightly red petals. In this study, the transcriptomic analysis of M4, *B. napus* (H3), and *O. violaceus* with purple petals (OvP) and with white petals (OvW) revealed that most anthocyanin biosynthesis genes were up‐regulated in both M4 and OvP. Read assembly and sequence alignment identified a homolog of *AtPAP2* in M4, which produced the *O*.* violaceus* transcript (*OvPAP2*). The overexpression of *OvPAP2* via the CaMV35S promoter in *Arabidopsis thaliana* led to different levels of anthocyanin accumulation in most organs, including the petals. However, the *B. napus* overexpression plants showed anthocyanin accumulation primarily in the anthers, but not the petals. However, when *OvPAP2* was driven by the petal‐specific promoter XY355, the transgenic *B. napus* plants produced red anthers and red petals. The results of metabolomic experiments showed that specific anthocyanins accumulated to high levels in the red petals. This study illustrates the feasibility of producing red‐flowered oilseed rape, thereby enhancing its ornamental value, via the ectopic expression of the *OvPAP2* gene. Moreover, the practical application of this study for insect pest management in the crop is discussed.

## Introduction

Three major groups of pigments, betalains, carotenoids and anthocyanins, are responsible for the attractive natural display of flower colours (Grotewold, 2006). While carotenoids and betalains are generally yellow or red in colour, anthocyanins confer a diverse range of colours, from orange and red to violet and blue (Tanaka *et al*., 2010). There are six major classes of anthocyanidins, including pelargonidin, cyanidin, peonidin, delphinidin, petunidin and malvidin; although they constitute the core anthocyanidins that are predominant in nature, over 600 anthocyanins have been found, and these core anthocyanidins vary in their side chain decorations (Zhang *et al*., 2014a).

The anthocyanin biosynthetic pathways are well understood and are conserved among seed plants. Anthocyanins are formed from phenylalanine via phenylpropanoid metabolism, and their chemistry, biosynthesis and regulation have been described (Glover and Martin, 2012; Grotewold, 2006; Ramsay and Glover, 2005; Winkel‐Shirley, 2001). Anthocyanin production is controlled primarily at the transcriptional level. In the dicot *Arabidopsis*, the anthocyanin biosynthesis genes (ABGs) can be divided into early biosynthesis genes (EBGs), including *chalcone synthase* (*CHS*), *chalcone isomerase* (*CHI*), *flavanone 3‐hydroxylase* (*F3H*), *flavonoid 3′‐hydroxylase* (*F3′H*), *flavonol synthase* (*FLS*) and late biosynthesis genes (LBGs), including *dihydroflavonol 4‐reductase* (*DFR*), *anthocyanidin synthase* (*ANS*) and anthocyanidin 3‐*O*‐glucosyltransferase (*UFGT*). The EBGs are regulated by individual R2R3 MYB transcription factors (MYB11, MYB12, MYB111), whereas the LBGs are regulated by a MYB‐bHLH‐WD40 (MBW) complex, which is also found in many other dicot species, such as *Petunia hybrida*,* Zea mays* and *Antirrhinum majus* (Petroni and Tonelli, 2011). Several proteins belonging to the complex were shown to regulate anthocyanin biosynthesis in different species. For example in *Arabidopsis*, glabrous (GL3), enhancer of glabrous (EGL3) and transparent testa 8 (TT8) from the basic‐helix‐loop‐helix (bHLH) family; production of anthocyanin pigment 1 (PAP1), production of anthocyanin pigment 2 (PAP2), MYB113 and MYB114 from the MYB family; and transparent testa glabrous (TTG1), a WD40‐type protein, were found to play a role (Petroni and Tonelli, 2011; Ramsay and Glover, 2005).

*Brassica* crops (UN, 1935), particularly oilseed rape (OSR; *Brassica napus* L., 2n=38, AACC), cover many acres worldwide and are important sources of edible oil and biodiesel (Döring *et al*., 2012; Xia *et al*., 2016). In China, OSR is also considered an attractive ornamental crop, and several areas are well known for their OSR flower tourism, including Luoping County in Yunnan Province, Wuyuan County in Jiangxi Province, Jingmen County in Hubei Province, Menyuan County in Qinhai Province and Anshun County in Guizhou Province (Fu *et al*., 2016). OSR flower tourism has become an important part of the local economy. For example, in Wuyuan, which contains 1200 hectares of OSR, the income from tourism was approximately 2.896 billion CNY, accounting for 51.5% of the county's gross domestic product (GDP) in 2011 (Zhang, 2014). Massive amounts of multicoloured OSR flowers could further increase the aesthetic value of OSR as a tourism resource.

From another perspective, the large area used for OSR cultivation has far‐reaching implications for the severity of pest and disease problems and their consequent crop protection strategies (Döring *et al*., 2012). The pollen beetle *Meligethes aeneus*, which responds to coloured stimuli and prefers yellow to other colours, is a major pest of OSR at the inflorescence stage (Cook *et al*., 2013; Döring *et al*., 2012). Changing the colour of the petals would significantly reduce the attractiveness of the plant to *M. aeneus*; flowers that were dyed red were less heavily infested than those that were dyed blue; those dyed yellow and white flowers were most attractive (Cook *et al*., 2013). Therefore, the potential for the manipulation of petal colour as a new pollen beetle control strategy has been proposed, and the manipulation of anthocyanins for breeding of novel petal coloured OSR has been suggested (Cook *et al*., 2013).

However, to date, there are no reports on other flower colour variations (pink, red, purple, etc.) caused by the accumulation of anthocyanins in the petals, although red or purple colours are common in the leaves, stems, sepals and pods of these species (Mushtaq *et al*., 2016). The crucifer *Orychophragmus violaceus* (L.) O. E. Schulz (2n=24, OO genomes), which has large purple flowers, is widely cultivated as an ornamental plant in China. One disomic addition line with all the chromosomes of *B. napus* and a specific pair of *O. violaceus* chromosomes produced flowers with a red colour (Ding *et al*., 2014), suggesting that this foreign chromosome carried the key genes responsible for red petal colour. In this study, we used RNA‐Seq to perform comparative petal transcriptome profiling between the addition line, and the donors *B. napus* and *O. violaceus*, which have purple and white flowers. An *O. violaceus* homolog of *AtPAP2* (*OvPAP2*) in the anthocyanin biosynthetic pathway was identified as being expressed in the petals of the addition line. The ectopic expression of *OvPAP2* driven by a *Brassica* petal‐specific promoter, rather than its own promoter or the 35S promoter, successfully produced a red colour on the yellow petals of *B. napus*. These results could contribute to the production of OSR with entirely red flowers, optimizing OSR tourism resources and generating strategies for pest control. The potential regulation of anthocyanin accumulation in the petals of *Brassica* species is discussed.

## Results

### The phenotypes of four samples used for RNA‐Seq

The disomic addition line (M4) plants with red petals had a phenotype that was nearly the same as that of the donor, *B. napus* cv. Huashuang 3 (H3), at the early vegetative growth stage, except for the purple colour on some of the youngest leaves and buds. At bolting, the stature of the M4 plants was smaller than that of H3, and the flowers displayed variable degrees of red colour on the yellow background of the petals. In M4 plants, red pigments were observed at the basal portion of petals on half‐open or open flowers that overlapped with the yellow background, which generated ‘orange‐red’ parts of the yellow petals (Figure 1a); by contrast, the H3 petals were yellow. Additionally, some M4 anthers (the anther walls but not the dehisced pollen) also showed different degrees of red coloration, but the sepals remained green. Interestingly, no red pigments were produced in the flowers of the monosomic addition line, which contained a single copy of the same chromosome (Figure 1a), suggesting that the chromosome dosage affected the synthesis of red pigments. The violet petals of wild‐type *O. violaceus* (OvP) slowly faded to lilac; in contrast, its natural mutant (OvW) had completely white petals (Figure 1b–d).

**Figure 1:**
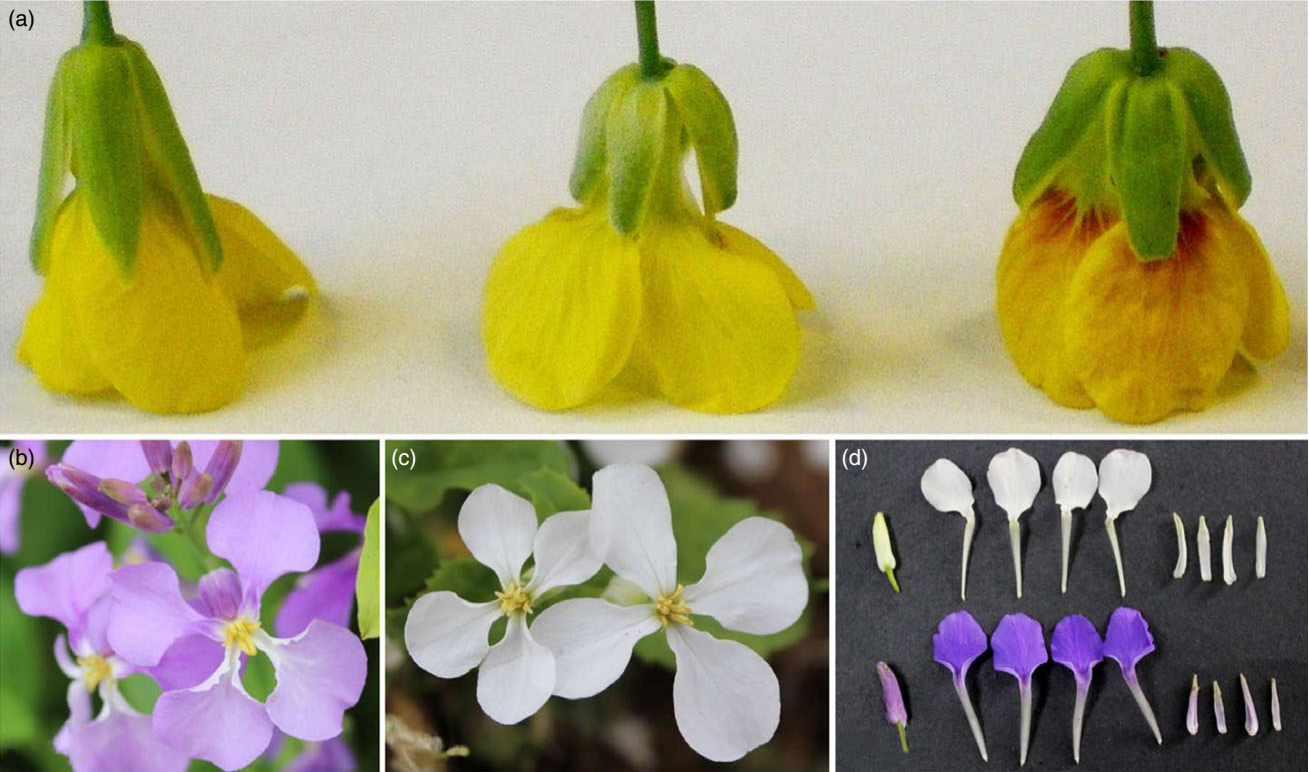
Floral phenotypes of *Brassica napus* and *Orychophragmus violaceus* of different colours. (a, left to right) Flowers of *Brassica napus*, monosomic and disomic addition lines. (b, c) Purple and white flowers of *Orychophragmus violaceus*. (d) White (top) and purple (bottom) flower buds and petals of *Orychophragmus violaceus*.

### The expression patterns of anthocyanin biosynthetic pathway genes were consistent with petal colour

To identify key genes responsible for the petal colour variation in M4, H3 and *O. violaceus*, we performed petal transcriptome analysis. 

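The petal transcriptomes of 4 plant materials were compared: M4, a *B. napus* line with a pair of added *O. violaceus* chromosomes and red on yellow petals, its yellow-flowered parent H3, purple-flowered *O. violaceus* (OvP) and its white-flowered mutant (OvW). Each material was represented by 1 library of petals from half-open flowers, so no difference has a replicate check. Polyadenylated RNA was made into directional libraries, and the paper states that the reads were aligned with TopHat to the *B. rapa* genome and that FPKM values came from Cufflinks and Cuffdiff. The deposited sheets give raw reads per *B. rapa* gene and a level per gene that the sheet calls RPKM. The reads counted on genes were 15507389 in M4, 16447021 in H3, 1850787 in OvP and 2040729 in OvW. The read columns of H3, OvP and OvW are named after the cultivar and after the Chinese words for purple and white flower, and the column used for M4 carries only a code. Over 14978 genes with 50 or more reads in that column and in H3, the RPKM ratio of M4 to H3 divided by the ratio of the reads had a median of 1.05 and a central 95% range of 1.04 to 1.06. Set beside the RPKM of OvW, the same column gave a range of 0 to 8.50.
The reads of each pair, M4 with H3 and OvP with OvW, were scaled by TMM and compared gene by gene with the exact binomial test of edgeR, which uses counting error only. A gene was called at p of 0.01 or less with a fold of 2 or more or of 0.5 or less, the thresholds that the paper states. Such a test compares these libraries, not the conditions. Unless stated otherwise, intervals are 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. Folds against 0 reads were computed against a floor of 3 reads and are given as "at least" that fold. They are lower bounds only with the other count taken as exact, and the end of the 95% interval nearest to 1 lies closer to 1. No fold is given where both libraries held 3 reads or fewer. The scaling matters for M4 and H3: the median log2 fold over 25546 genes was 0.05 with TMM and 0.43 with total reads, so changes are relative to the TMM median. Reads of both *B. napus* subgenomes and of *O. violaceus* were counted on *B. rapa* genes, and these counts do not separate near-identical copies.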

In total, 14 G of raw data and 115 million high‐quality clean reads were obtained. For each of the four samples, approximately 30 million reads were obtained, 89% of which were clean reads (Table S1), highlighting the good quality of the library construction and sequencing. For M4 and H3, approximately 60% of the clean reads were mapped to the reference genome of *B. rapa,* but only 10% of the clean OvP and OvW reads were mapped (Table S1). 

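The *O. violaceus* petals were read far less deeply on the *B. rapa* genes than the *B. napus* petals. M4 held 8.38 times the counted reads of OvP, and H3 held 8.06 times those of OvW. From the clean and uniquely mapped reads that Table S1 of the paper lists, unique reads made up 53.3% of the clean reads in M4 and 55.8% in H3, against 7.24% in OvP and 7.31% in OvW. Of the unique reads, the gene counts held between 96.2% in M4 and 98.3% in OvW. The 10 genes with the most reads took 5.20% of the counts in M4, 8.76% in H3, 5.07% in OvP and 6.11% in OvW. Genes with at least 10 reads numbered 23425 in M4, 22110 in H3, 14648 in OvP and 14810 in OvW.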

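Petals of M4 and H3 differed in 9939 of 34286 tested genes, of which 5568 were higher and 4371 lower in M4. Petals of OvP and OvW differed in 3835 of 33743 tested genes, of which 1891 were higher and 1944 lower in OvP. In M4, *CYP81D11*, a cytochrome P450 gene, had 4260 reads against 2 in H3, and *MLP423*, of the major latex protein family, had 10296 against 45. *CEP3*, a cysteine endopeptidase gene, had 6014 reads against 26, and *GPAT6*, an acyltransferase gene of cutin synthesis, 790 against 6. *HSP17.6II*, a small heat shock protein gene, had 283 against 0, at least 76.7-fold higher (interval from 61.9). Lower in M4 were *FDH*, encoding formate dehydrogenase, with 80 reads against 16218, *NSHB2*, a non-symbiotic haemoglobin gene, with 10 against 3448, and *CAD1*, a cinnamyl alcohol dehydrogenase gene, with 0 against 1573, at least 645-fold lower. The disease resistance gene *RPP8* had 0 reads in M4 and 316 in H3, at least 130-fold lower.
In OvP, *SPE2*, an arginine decarboxylase gene, had 362 reads against 4 in OvW, and the lipoxygenase gene *LOX1* had 261 against 5. *WRKY29*, a transcription factor gene, had 67 reads in OvP and none in OvW, at least 23.2-fold higher (interval from 18.4). Lower in OvP were 2 genes matched to *CCR2*, of cinnamoyl-CoA reductase, with 0 reads against 309 (Bra035150, at least 99.1-fold lower) and 0 against 165 (Bra008438, at least 52.9-fold lower), and *ISPH*, of isoprenoid precursor synthesis, with 137 against 2929. Gene names here are those of the Arabidopsis matches in the deposited sheet, while orthologs of anthocyanin biosynthesis genes are named below as in Table S2.
Genes with at least 1 read in any library numbered 37441, and 23097 had reads in all 4 libraries. Per library, such genes numbered 31956 in M4, 30979 in H3, 30009 in OvP and 30275 in OvW. The higher genes made up 56.0% of the differing genes of M4 and H3 with TMM, but 74.1% with total reads and 69.6% with folds from the deposited RPKM. With an assumed biological coefficient of variation of 0.4, the differing genes fell to 2468 for M4 and H3 and to 636 for OvP and OvW, and with 0.2 to 2271 for the latter.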

A total of 37 441 expressed genes were identified from all four samples; 9917 exhibited different levels of expression between M4 and H3, and 3818 genes were differentially expressed between OvP and OvW. This result indicated that the difference in gene expression between M4 and H3 was much greater than that between OvP and OvW.

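More genes differed between M4 and H3 than between OvP and OvW also after the *B. napus* libraries were drawn down at random to the read totals of the *O. violaceus* libraries. At equal depth, M4 and H3 differed in 5947 genes on average, with a range of 5876 to 6014 over 20 random draws. That was 1.55 times the number for OvP and OvW, compared with 2.59 times at full depth. Among about 11100 genes with 20 or more reads in both pairs at equal depth, 33.0% differed between M4 and H3 and 20.3% between OvP and OvW.

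**Figure D1:**
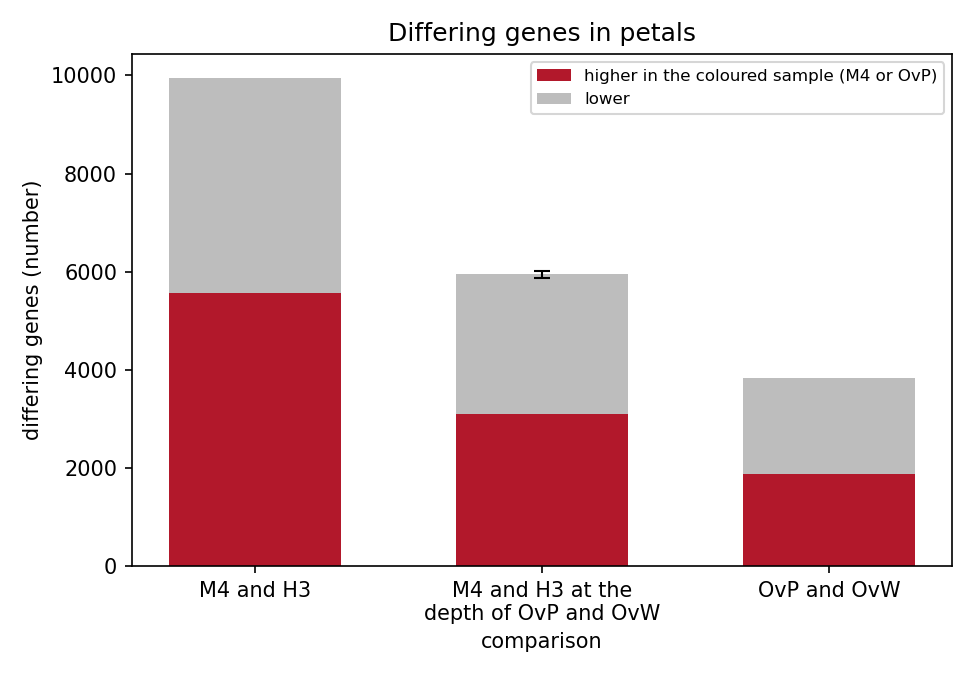
Number of differing genes in petals for M4 and H3 at full depth, M4 and H3 drawn down to the depth of OvP and OvW, and OvP and OvW. Red parts are genes higher in M4 or OvP and grey parts genes lower, and the bar on the middle column spans 5876 to 6014 over 20 random draws.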

Previously, 73 genes in *B. rapa* were identified as orthologs of 41 ABGs in *A. thaliana* (Guo *et al*., 2014). Of these, 72 were identified in each sample in this study; the exception was *BrCPC2* (Bra039283) (Table S2). 

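Of the orthologs of anthocyanin biosynthesis genes (ABGs) in Table S2, 72 were present in the deposited sheets, and 46 of these had reads in all 4 libraries. The remaining 26 had no read in at least 1 library. Reads were found for 65 of the 72 in M4, 59 in H3, 62 in OvP and 60 in OvW. Both orthologs of *ANS*, which encodes anthocyanidin synthase, were among the genes without reads in H3, as were *MYB111* (Bra037419) and *TT19* (Bra023602). In OvW the genes without reads included *GL3* (Bra025508) and both orthologs of *MYB12*. At the depth of the *O. violaceus* libraries, 0 reads does not show that a weakly expressed gene was silent. Table S2 sorts its orthologs under 34 Arabidopsis gene names, over which reads and levels were summed.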

To simplify the comparison between different samples, for each gene in *Arabidopsis*, we added the expression values of all orthologous genes together. Most of the EBGs and LBGs were highly expressed in OvP and M4 (Figure S1), which were purple and red, respectively, compared with in OvW and H3, although the biosynthetic genes in the phenylpropanoid pathway were expressed at a low level (Figure S2). 

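Reads summed over the orthologs of each Arabidopsis gene showed higher expression of some, but not all, early and late biosynthesis genes in the coloured petals. In M4, 5 of the 11 sums above the floor of 3 reads were called higher than in H3, 1 was called lower and 5 were not called. In OvP, 4 of 10 were called higher than in OvW, 1 lower and 5 not called. The ratio lay above 1 for 8 of the 11 sums in M4 and for 8 of the 10 in OvP. The summed RPKM was higher for 10 of 12 genes in M4 and for 9 of 12 in OvP. These tallies include sums at or under the floor, with *UGT79B1* counted as higher in both pairs and *FLS3* as lower in OvP. They also lack TMM scaling, and *CHS* in M4 counts as higher at an RPKM ratio of 1.26.
Among the early genes, *F3H* (flavanone 3-hydroxylase) was 6.09-fold higher in M4 than in H3 (interval 5.56 to 6.68) and had a ratio of 1.79 in OvP over OvW, which was not called. *F3′H* (flavonoid 3′-hydroxylase) was 7.57-fold higher in M4 (6.02 to 9.63) and 5.07-fold higher in OvP (2.33 to 12.5). *FLS4*, of the flavonol synthase family, was 11.2-fold higher in M4. Its orthologs have that name in Table S2, while the deposited sheet matches both to *FLS3* (AT5G63590). *CHI* (chalcone isomerase) was 2.00-fold higher in OvP, on 54 against 28 reads. The *CHI* call was lost with DESeq2 size factors, at 1.93-fold, and at an assumed biological coefficient of variation of 0.2 (p = 0.0629, edgeR's exact test). *CHS* (chalcone synthase) was not called in either pair, with ratios of 0.977 in M4, or 1.28 with total reads, and 0.628 in OvP. Its orthologs differed: Bra006224 had 0.512 and Bra008792 1.48 in M4, neither called. In OvP, Bra036307 was called lower, at 0.289-fold on 22 against 79 reads, and Bra006224 had 1.13, not called. The early ortholog called lower in M4 was *CHI* (Bra017728), at 0.106-fold on 6 against 46 reads. Of the glucosyltransferase genes, *UGT75C1* was 0.421-fold in M4 and called lower, though 0.550-fold and not called with total reads, and not called at a coefficient of 0.4 (p = 0.144, edgeR's exact test). *UGT78D2* was 0.471-fold in OvP and called lower, a call lost at 0.2 (p = 0.0123, edgeR's exact test).
The summed RPKM of *CHS* was 559 in M4 and 443 in H3, and that of *F3H* 231 and 29.3. The 9 genes of the phenylpropanoid pathway had a median summed RPKM of 25.7 in M4, 17.4 in H3, 73.3 in OvP and 106 in OvW. The medians of the 7 early genes in the same libraries were 120.0, 29.3, 15.8 and 7.38, and those of the 5 late genes were 15.9, 0.250, 53.1 and 14.1.

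**Figure D2:**
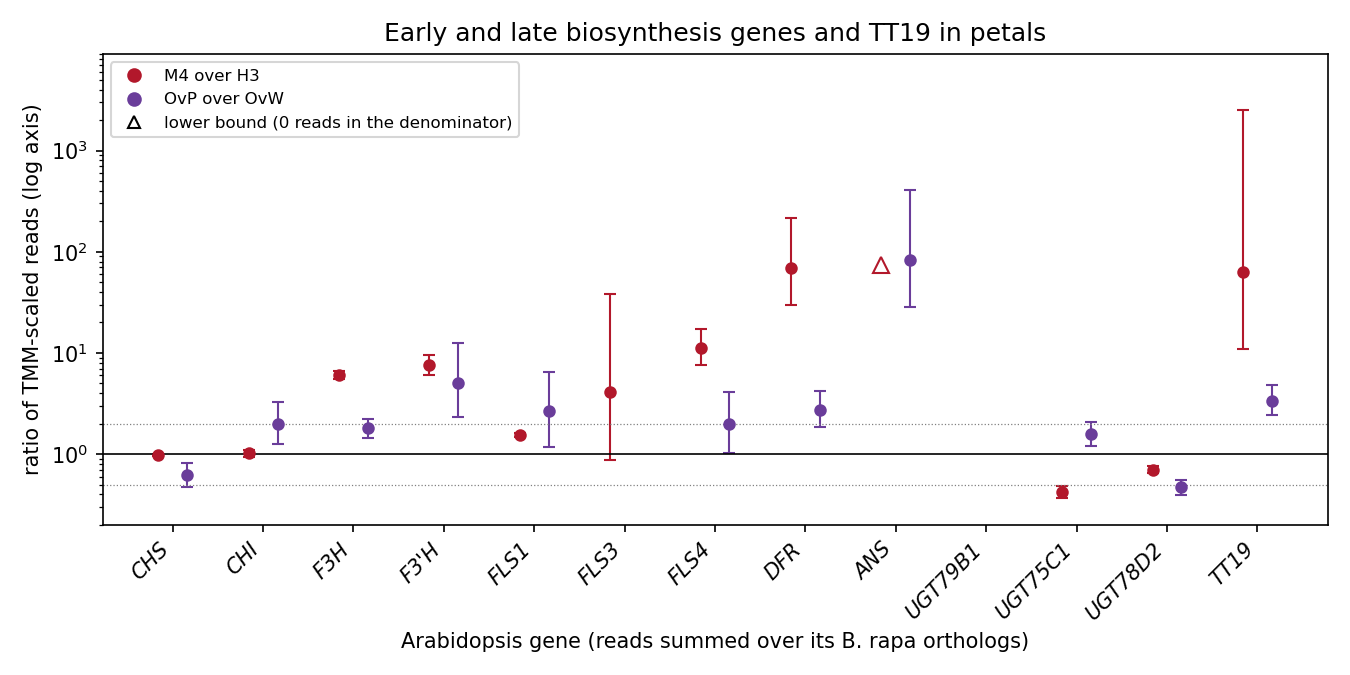
Ratio of TMM-scaled reads, on a log axis, for early and late biosynthesis genes and *TT19*, summed over orthologs, in M4 over H3 (red) and OvP over OvW (purple). Bars are 95% intervals of counting error, the open triangle is a lower bound, dotted lines mark ratios of 2 and 0.5, and pairs at or under 3 reads in both libraries are left out.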

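*ANS* encodes anthocyanidin synthase, which turns leucoanthocyanidins into coloured anthocyanidins. Its 2 orthologs, Bra013652 on chromosome A01 and Bra019350 on A03, together had 274 reads in M4 and 0 in H3, which is at least 74.2-fold higher in M4. In *O. violaceus* the sum was 241 reads in OvP and 3 in OvW, an 83.5-fold difference (interval 28.2 to 408). Bra013652 gave most of the reads, with 234 in M4, 140 in OvP and 2 in OvW. Bra019350 had 40 reads in M4, 101 in OvP and 1 in OvW. The summed RPKM was 15.9 in M4, 119 in OvP and 1.34 in OvW. The exact binomial test of the reads gave p = 2.4e-71 for M4 and H3 and p = 8.6e-70 for OvP and OvW. Both calls held at an assumed biological coefficient of variation of 0.4.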

Notably, the key gene for anthocyanin synthesis, *ANS*, was completely silenced in H3 and showed almost no expression in OvW, which explained why there was no anthocyanin accumulation in the petals of H3 or OvW. Similarly, *DFR* and *TT19* were minimally expressed in H3 (Table S2).

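*DFR*, which encodes dihydroflavonol 4-reductase, had 5 reads in H3 and 428 in M4, a 69.6-fold difference (interval 29.6 to 215). *TT19*, a glutathione transferase gene needed for anthocyanin transport into the vacuole, had 1 read in H3 and 78 in M4 over its 2 orthologs, a 63.4-fold difference (11.0 to 2535). The summed RPKM of *DFR* was 0.25 in H3 and 14.1 in OvW, and that of *TT19* was 0.09 in H3 and 36.0 in OvW, a difference between species that was not tested. *DFR* (Bra027457, chromosome A09) was 2.75-fold higher in OvP than in OvW (1.83 to 4.21), on 90 against 34 reads. *TT19* was 3.36-fold higher in OvP (2.41 to 4.77), on 152 against 47 reads. The *O. violaceus* folds were no longer called at an assumed biological coefficient of variation of 0.4, with p = 0.106 for *DFR* and p = 0.0508 for *TT19* from edgeR's exact test. Most *TT19* reads lay on Bra023602 in M4, with 59, but on Bra008570 in OvP, with 148.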

In contrast to these structural genes, almost all regulatory genes were expressed at relatively low levels (Figure S3; Table S2); two exceptions were *PAP1* and *EGL3*, which showed higher expression in *O. violaceus* than in *B. napus*. Moreover, most genes showed higher expression in M4 than in H3 but almost the same expression in OvW and OvP (Figure S3). 

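Most regulators of anthocyanin biosynthesis were weakly read in all petals. The median summed RPKM of the 7 positive regulators was 5.00 in M4, 2.37 in H3, 6.16 in OvP and 3.79 in OvW, and that of the 5 negative regulators lay between 1.66 in OvW and 4.42 in H3. The *PAP1* group, which holds the homologs of the MYB genes *PAP1*, *PAP2*, *MYB113* and *MYB114*, reached 53.4 in M4 and 16.5 in H3, but 186 in OvP and 178 in OvW. *EGL3*, a bHLH gene, was at 3.61 in M4 and 2.37 in H3, against 247 in OvP and 242 in OvW. Most of the *EGL3* level in *O. violaceus* came from Bra027653, at 207 in OvP and 188 in OvW. *MYB12*, a MYB regulator of flavonol synthesis, was at 43.4 in M4, and *TTG1*, a WD40 protein gene, at 27.8. RPKM values of the 2 species were set relative to mapped reads that differ several-fold, and the difference between species was not tested.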

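Summed over orthologs, 5 of the 7 positive regulators were called higher in M4 than in H3, and the ratio was above 1 in all 7. In *O. violaceus*, 1 of the 6 positive regulators above the floor was called higher in OvP. No sum of a negative regulator was called in either pair, out of 5 in M4 and H3 and 3 in OvP and OvW, where the depth limits what can be seen. *MYB111*, a MYB regulator of flavonol synthesis, was 33.7-fold higher in M4 than in H3 (interval 9.05 to 283), on 83 against 2 reads. *MYB12* was 3.61-fold higher in M4 (3.06 to 4.29) and the *PAP1* group 2.52-fold higher (2.15 to 2.96). At an assumed biological coefficient of variation of 0.4, *MYB111* kept its call and the other 4 lost theirs, *MYB12* with p = 0.0330 and the *PAP1* group with p = 0.121 (edgeR's exact test). *TTG1* had a ratio of 1.80 in M4, not called with TMM, and 2.36, called, with total reads. The *PAP1* group was 0.986-fold in OvP over OvW (0.830 to 1.17) and *EGL3* 0.963-fold (0.876 to 1.06), and both lay just above 1 with total reads, at 1.05 and 1.02. For these well-read sums the interval excludes a 2-fold difference between these *O. violaceus* libraries. *MYB12* had 5 reads in OvP and 0 in OvW, too few for a call.

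**Figure D3:**
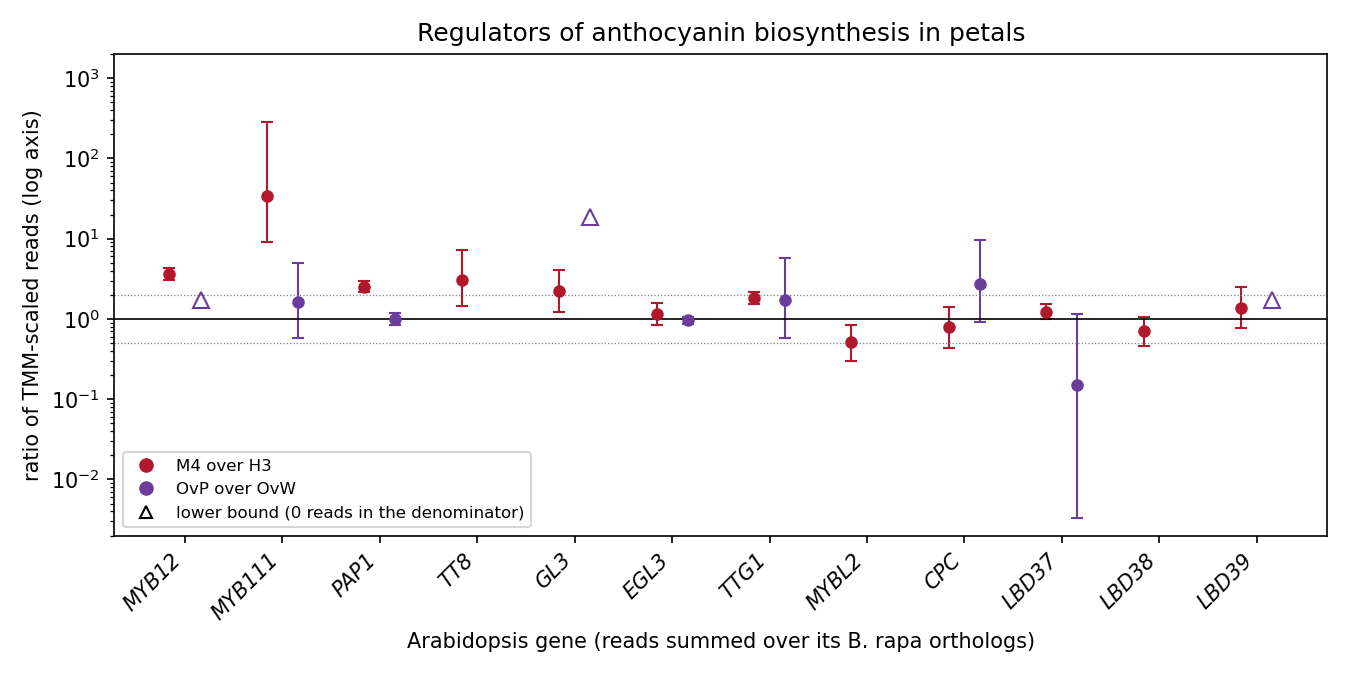
Ratio of TMM-scaled reads, on a log axis, for regulators of anthocyanin biosynthesis, summed over orthologs, in M4 over H3 (red) and OvP over OvW (purple). Bars are 95% intervals of counting error, open triangles are lower bounds, dotted lines mark ratios of 2 and 0.5, and pairs at or under 3 reads in both libraries are left out.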

In detail, only one gene, *GL3* (Bra025508), showed significantly different expression in *O. violaceus*, with its fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) value being reduced from 15.13 in OvP to 0 in OvW (Table S2). 

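*GL3* (Bra025508, chromosome A04), which encodes a bHLH partner of MYB and WD40 proteins, had 54 reads in OvP and 0 in OvW. That is at least 18.7-fold higher in OvP (p = 2.0e-17, exact binomial test of the reads). Of the 14 positive regulator orthologs of Table S2, *GL3* was called higher in OvP and the other 13 were not called. Of the 10 negative regulator orthologs, 8 were tested, of which none was called, and 2 had no reads in *O. violaceus*. At this depth, 5 reads against 0 gave p = 0.0284 (exact binomial test of the reads), so orthologs with so few reads could not be called. Among them were *TT8*, both *MYB12* orthologs and every tested negative regulator except *CPC* (Bra004539). Another bHLH gene, *EGL3* (Bra027653), had 701 reads in OvP and 699 in OvW, so the absence of reads was not shared by this gene.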

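Of the positive regulator orthologs, 7 were called higher in M4 than in H3 and 1 was called lower. *MYB12* (Bra004456) was 5.71-fold higher in M4 (interval 4.63 to 7.11). *MYB111* (Bra037419) had 78 reads in M4 and 0 in H3, at least 21.1-fold higher (interval from 16.8). Of the *PAP1* homologs, Bra001917 had 92 reads in M4 and 3 in H3, a 24.9-fold difference (8.27 to 123). Bra004162 had 524 and 147, a 2.90-fold difference (2.41 to 3.50). The bHLH genes *TT8* (Bra037887), *GL3* (Bra025508) and *EGL3* (Bra027653) were 3.07-fold, 2.20-fold and 20.3-fold higher, the last on 25 reads against 1. *PAP1* (Bra039763) was 0.356-fold in M4 (0.213 to 0.580), on 25 against 57 reads, and called lower. The calls of *TT8* and *GL3* were lost at an assumed biological coefficient of variation of 0.2, with p = 0.0171 and p = 0.0549 from edgeR's exact test. At 0.4 those of Bra004162 and Bra039763 were lost as well, with p = 0.0752 and p = 0.108 from edgeR's exact test, and the other 4 held.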

In M4, except for *PAP1* (Bra039763), which had a slightly lower expression, seven other positive regulators (*MYB12* (Bra004456), *MYB111* (Bra037419), *PAP1* (Bra001917 and Bra004162), *TT8* (Bra037887), *GL3* (Bra025508), *EGL3* (Bra027653)) were up‐regulated. Moreover, two negative regulators (*MYBL2* (Bra016164), *LBD37* (Bra031833)) were down‐regulated, consistent with the colour change in the petals of M4 (Table S2). These results indicated that *PAP1* and *GL3* may be the key regulatory genes that contribute to the differential expression of LBG genes in the addition line and to the petal colour alteration in *O. violaceus*.

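The negative regulators *MYBL2* (Bra016164) and *LBD37* (Bra031833) were called lower in M4. *MYBL2*, encoding a small MYB repressor, had 14 reads in M4 and 31 in H3, 0.367-fold (interval 0.180 to 0.711). *LBD37*, of the LOB-domain family, had 11 and 28 reads, 0.319-fold (0.143 to 0.662). Neither call held at an assumed biological coefficient of variation of 0.2, with p = 0.0219 for *MYBL2* and p = 0.0171 for *LBD37* from edgeR's exact test. The remaining 8 negative regulator orthologs were not called. Among them, *LBD37* (Bra012164) had 202 reads in M4 and 118 in H3, a ratio of 1.39, and *MYBL2* (Bra007957) had 13 and 12. Summed over orthologs, *MYBL2* was 0.510-fold in M4 and *LBD37* 1.23-fold, neither called.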

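The *PAP1* group and *GL3* each differed in 1 pair more than in the other. The fold of the *PAP1* group in M4 over H3 exceeded that in OvP over OvW (p = 9.2e-16, conditional exact test of the reads). This test of 2 folds holds counting error only, so it compares these libraries and not the plant materials. For *GL3* the difference lay in the other direction, with the larger fold in OvP over OvW (p = 1.1e-06, conditional exact test of the reads). Late biosynthesis genes were called in both directions in each pair. Over the 5 orthologs with at least 10 reads, the median log2 fold was 5.98 in M4 over H3, or 3.44 with genes at 0 set to their bound, and 1.45 in OvP over OvW. Among 10000 random lists matched on expression, these medians were at percentiles 100.0 and 99.8, a description of these libraries with no replicate check. From its results, the paper proposes that *PAP1* and *GL3* may be the key regulators behind the late biosynthesis genes in the addition line and the petal colour of *O. violaceus*.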

### Expression of *O. violaceus OvPAP2*, encoding an R2R3 MYB transcription factor, in M4

After the *de novo* assembly and comparison of all unigenes from *O. violaceus* and M4, 68 643 pairs of unigenes showed high similarity, but 104 pairs were annotated as ABGs (Table S3). However, only two unigene pairs (comp16133_c0_seq2 and comp26694_c0_seq4; comp16133_c0_seq1 and comp26694_c0_seq3) were annotated as *PAP2* genes showing high sequence similarity (>99%) and long BLAST lengths (>750 bp) between M4 and *O. violaceus*. This result indicated that these unigenes, which were expressed in M4, might be transcribed from the foreign chromosome from *O. violaceus*. Specific primers were designed to amplify the homologs of *PAP2* from M4 and *O. violaceus* (Table S4), and only one CDS each was identified in *O. violaceus* and in M4. An alignment of the CDSs with those from *Brassica rapa* (Bra039763), *Brassica oleracea* (Bol042409) and *A. thaliana* (AT1G66390) showed that the sequence from M4 was identical to that of *O. violaceus* (Figure S4). These results revealed that the added *O. violaceus* chromosome pair in M4 carried one *PAP2* homolog (*OvPAP2*), which was expressed in the petals, but the homologous *PAP2* genes from the *B. napus* genome were not expressed or were expressed at a very low level. 

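In the petals of M4, reads that mapped to the *B. rapa* homologs of *PAP1* and *PAP2* lay mainly on Bra004162, at an RPKM of 43.7, and Bra001917, at 7.61. In H3 the same genes were at 11.7 and 0.26. Bra039763, the *B. rapa* gene that the paper aligned with *OvPAP2*, was at 2.07 in M4 and 4.49 in H3. The deposited sheet matches Bra039763 to *PAP1*, and Bra004162 and Bra001917 to *PAP2*. *O. violaceus* reads lay on the same pair of genes, with 47 reads on Bra001917 and 200 on Bra004162 in OvP and 42 and 223 in OvW. Bra001917 thus took 19.0% of the reads of the pair in OvP (interval 14.3 to 24.5) and 15.8% in OvW (11.7 to 20.8). It took 14.9% in M4 (12.2 to 18.0) and 2.00% in H3 (0.414 to 5.73). In M4 these counts do not separate reads of *OvPAP2* from those of the *B. napus* copies. H3 has no added *O. violaceus* chromosomes, so its 147 reads on Bra004162 are those of *B. napus* copies. How far these copies were expressed in M4 is not shown by the counts.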

The *OvPAP2* cDNA encoded a 238‐amino acid protein containing an R2R3 MYB domain with a signature motif for interaction with bHLH proteins from the 3f clade (DLX2RX3LX6LX3R; Figure S5a) (Butelli *et al*., 2012; Heim *et al*., 2003; Kui *et al*., 2010; Zimmermann *et al*., 2004). It also had a conserved KPXPR (S/T) F motif in its C‐terminal domain, which is found in other R2R3 MYB regulators of anthocyanin biosynthesis (Butelli *et al*., 2012; Kui *et al*., 2010; Stracke *et al*., 2001). Phylogenetic analysis revealed that *OvPAP2* clustered with *PAP1*,* PAP2*,* MYB113* and *MYB114*, which encode R2R3 MYB family members that are known to regulate anthocyanin biosynthesis in *Arabidopsis* (Gonzalez *et al*., 2008) (Figure S5b).

### CaMV35S‐driven overexpression of *OvPAP2* in *A. thaliana* and *B. napus*

An overexpression vector containing *OvPAP2* driven by the CaMV35S promoter was constructed, and after transforming wild‐type *A. thaliana* (Columbia), four transgenic plants with obvious purple phenotypes were obtained. The *OvPAP2*‐overexpressing plants showed varying levels of purple pigmentation on the stems and leaves, especially the pistils (Figure 2). In the flowers, in addition to the pistils and ovules, the anther walls and filaments showed a slight purple‐red colour, but the coloration on the petals and sepals was not obvious, with only a slightly purple strip on the base or in the middle (Figure 2a and b). However, as flowering declined, some smaller flowers showed a very obvious purple colour on the petals and sepals, especially on the margin of the sepals and in the middle of the petals (Figure 2f). These results indicated that the ectopic expression of *OvPAP2* in *Arabidopsis* promoted anthocyanin accumulation in different organs, including the petals.

**Figure 2:**
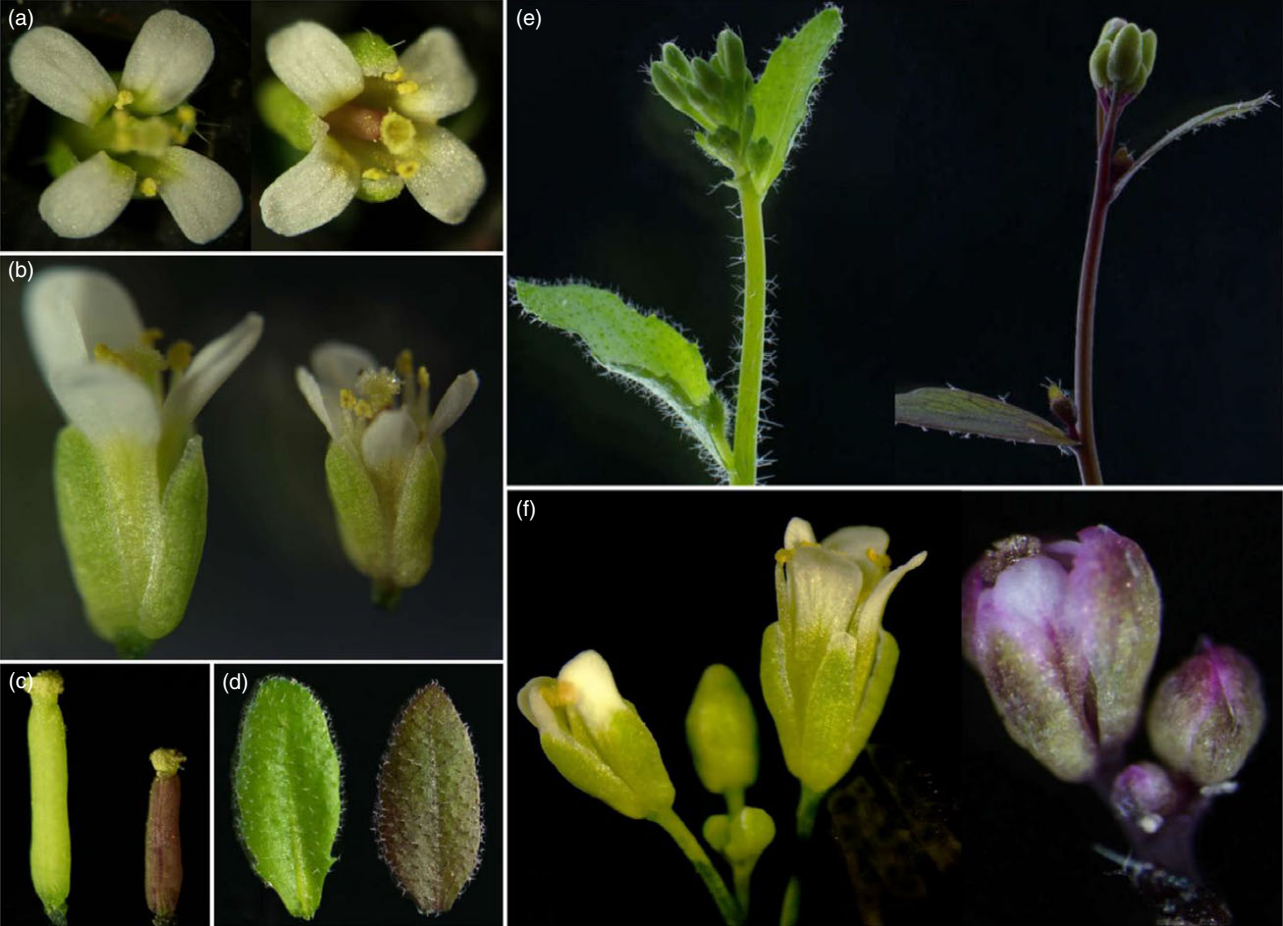
Phenotypes of *OvPAP2*‐overexpressing *Arabidopsis* plants. (a) and (b) Flowers. (c) Pistils. (d) Leaves. (e) Inflorescences. (f) When flowering declined, the flowers of the transgenic plants showed obvious purple petals and sepals. The wild‐type is on the left, and transgenic plants are on the right in all the panels.

We then transformed the vector into two *B. napus* varieties: H3 and *B. napus* cv. Westar, but only a few seedlings could be regenerated from Westar. Among the 29 *OvPAP2*‐overexpressing plants, ten displayed different degrees of red coloration on the anther walls (but not the pollen) and of purple on the youngest leaves and buds, but no purple or red colour was observed in the petals or other organs (Figure 3). The red anther walls were inherited in self‐crossed progenies and were much redder in some of the offspring plants (Figure 3d), but the petals were still pure yellow. To determine the reason why the *B. napus* petals failed to produce red pigments despite the overexpression of *OvPAP2*, we selected ten ABGs for the quantitative real‐time PCR (qRT‐PCR) analysis of petals and anthers from Westar and P6 (*CaMV35S*::*OvPAP2* plant with red anthers) (Figure 4). *PAP2*,* F3H* and *F3′H* were significantly up‐regulated in both the petals and anthers of the P6 plant compared with wild‐type *B. napus* cv. Westar. However, the key LBG genes *DFR* and *ANS* were significantly up‐regulated only in the anthers of P6, which was the reason for the lack of a red colour in the petals of the P6 plant. Interestingly, the other four regulatory genes were down‐regulated in P6 plants to varying degrees. To introduce the *OvPAP2* gene in a different genetic background, P6 was crossed with the white‐flowered *B. napus* cv. G1300 as the female parent. Again, the offspring had red anther walls but not red petals (Figure 3e). Furthermore, neither the petals nor the anthers of transgenic plants with the *OvPAP2* gene driven by the native promoter exhibited red coloration (data not shown).

**Figure 3:**
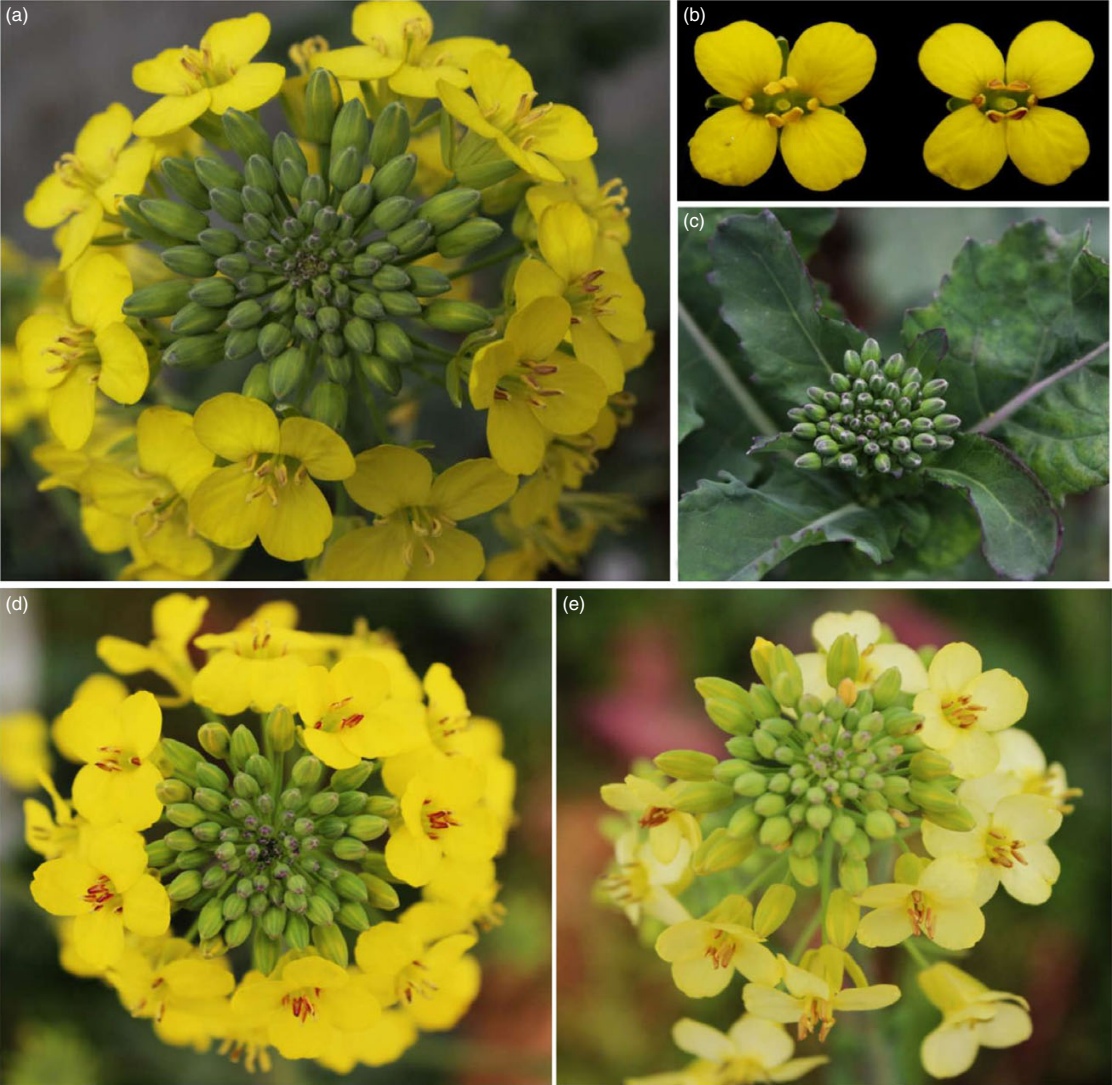
Phenotypes of *CaMV35S::OvPAP2 Brasica napus* plant and the offspring. (a) and (c) Inflorescence and young inflorescence of *CaMV35S::OvPAP2* T_0_ plant. (b) Flowers of Westar (left) and T_0_ plant (right). (d) Inflorescence of the T_1_ plant. (e) Inflorescence of an F_1_ plant of a cross between the *CaMV35S::OvPAP2* T_0_ plant and *Brassica napus* cv. G1300, which has white flowers.

**Figure 4:**
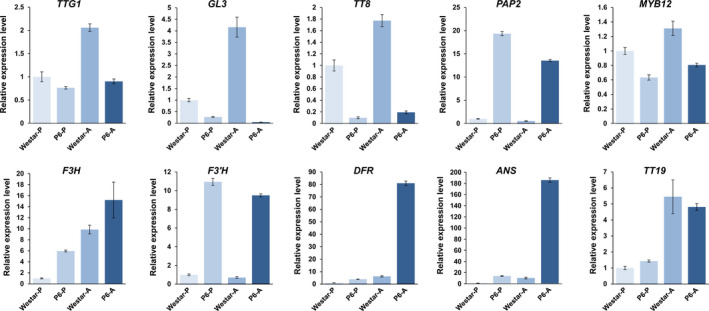
The relative expression levels of ten ABGs in the petals (P) and anthers (A) of *Brassica napus* cv. Westar and P6 based on qRT‐PCR. ABGs: anthocyanin biosynthesis genes; P6: *CaMV35S::OvPAP2* plant with red anthers.

### *OvPAP2* overexpression driven by a petal‐specific promoter produced red petals in *B. napus*

The petal‐specific promoter XY355 was amplified from the genome of *B. napus* (H3) according to sequence information (Brocard *et al*., 2001). An overexpression vector containing *OvPAP2* driven by the XY355 promoter was constructed and transformed into another *B. napus* variety, J9709. Of the 31 total regenerated plants, two were positive transgenics and produced red pigments in both the anther walls (but not the pollen) and the petals (Figure 5) while retaining the other morphological characters of the recipient J9709. The red phenotype of the *XY355*::*OvPAP2* (XYP3) petals was more stable and consistent among different flowers than was that of the M4 petals. Similarly, the red pigments mainly accumulated at the base of the petals and were most obvious in the semi‐open or open flowers (Figure 5c). However, the distribution of pigments on the petals differed slightly between M4 and the transgenic plants, as the red pigments were found on both the adaxial and abaxial sides of the *XY355*::*OvPAP2* petals but only on the abaxial side of the M4 petals (Figure 5d and e). The other parts of the *XY355*::*OvPAP2* petals also accumulated a small amount of red pigment, which made the entire flower appear orange (Figure 5c). After self‐pollination, the offspring (T_1_) of the *XY355*::*OvPAP2* plants produced much redder flowers, which generated more red pigments at the base of the petals as well as in other parts, especially the vascular tissue, resulting in petals with a red texture (Figure 6). The T_2_ individuals showed a still stronger phenotype and even showed a small amount of purple on the sepals (Figure S6a, c and d). qRT‐PCR analysis clearly indicated that *PAP2*,* MYB12*,* DFR*,* ANS*,* F3H*,* F3′H* and *TT19* were significantly up‐regulated in the petals of *XY355*::*OvPAP2* plants. Again, three regulatory genes, *GL3*,* TT8* and *TTG1*, were down‐regulated to varying degrees, as in the P6 plants (Figure 7). The red colour of the anthers meant that this promoter was active. The *XY355*::*OvPAP2* T_0_ plant was also crossed with the white‐flowered cultivar *B. napus* cv. G1300 as the male parent. The resulting offspring (F_1_) produced slightly red/purple pigments both on the anther walls and at the base of the petals (Figure 8). Similarly, the F_2_ individuals showed more obviously red/purple flowers (Figure S6b, e and f).

**Figure 5:**
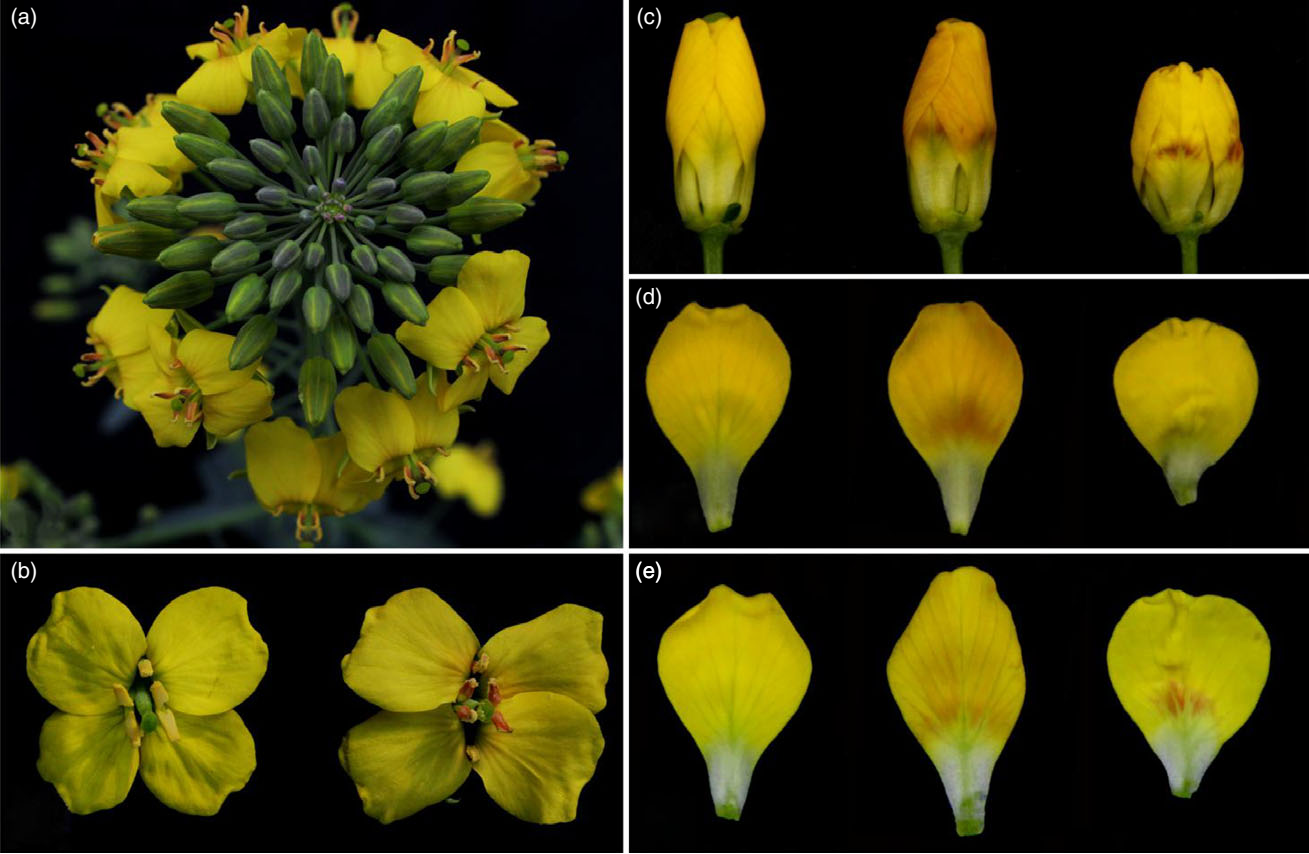
Phenotypes of the *XY355::OvPAP2 Brassica napus* plant. (a) Inflorescence. (b) Flowers of J9709 (left) and transgenic *Brassica napus* (right). (c) Flower buds after removing the sepals. (d) and (e) Adaxial and abaxial sides, respectively, of petals on the flower bud in c. (c–e) From left to right: J9709, transgenic *Brassica napus* and M4.

**Figure 6:**
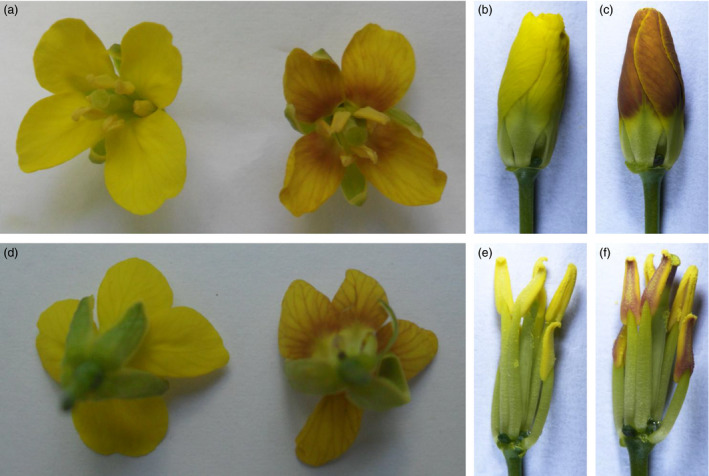
Phenotypes of individual T_1_ *XY355::OvPAP2 Brassica napus* plants. (a) and (d) Adaxial and abaxial sides of the flowers, respectively. (b) and (c) Flower buds after removing the sepals. (e) and (f) Flower buds after removing the sepals and petals. (a) (left), (b), (d) (left) and (e) T_1_ plant without red petals and anthers. (a) (right), (c), (d) (right) and (f) T_1_ plant with red petals and anthers.

**Figure 7:**
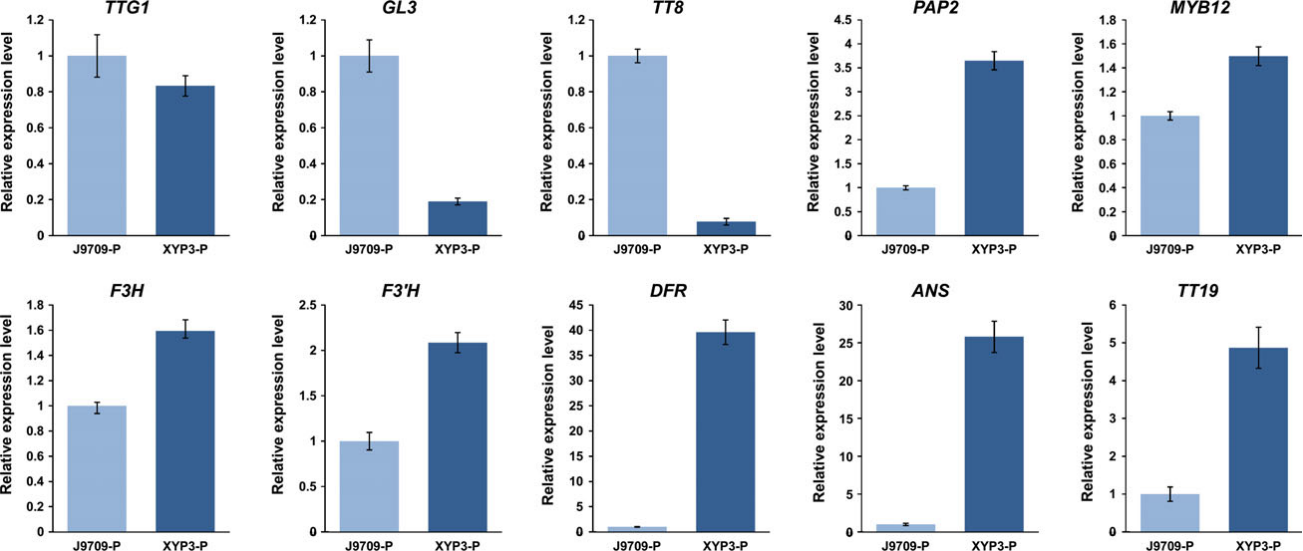
The relative expression levels of ten ABGs in the petals (P) of *Brassica napus* (J9709 and XYP3) based on qRT‐PCR. ABGs: anthocyanin biosynthesis genes; XYP3: *XY355::OvPAP2* plant.

**Figure 8:**
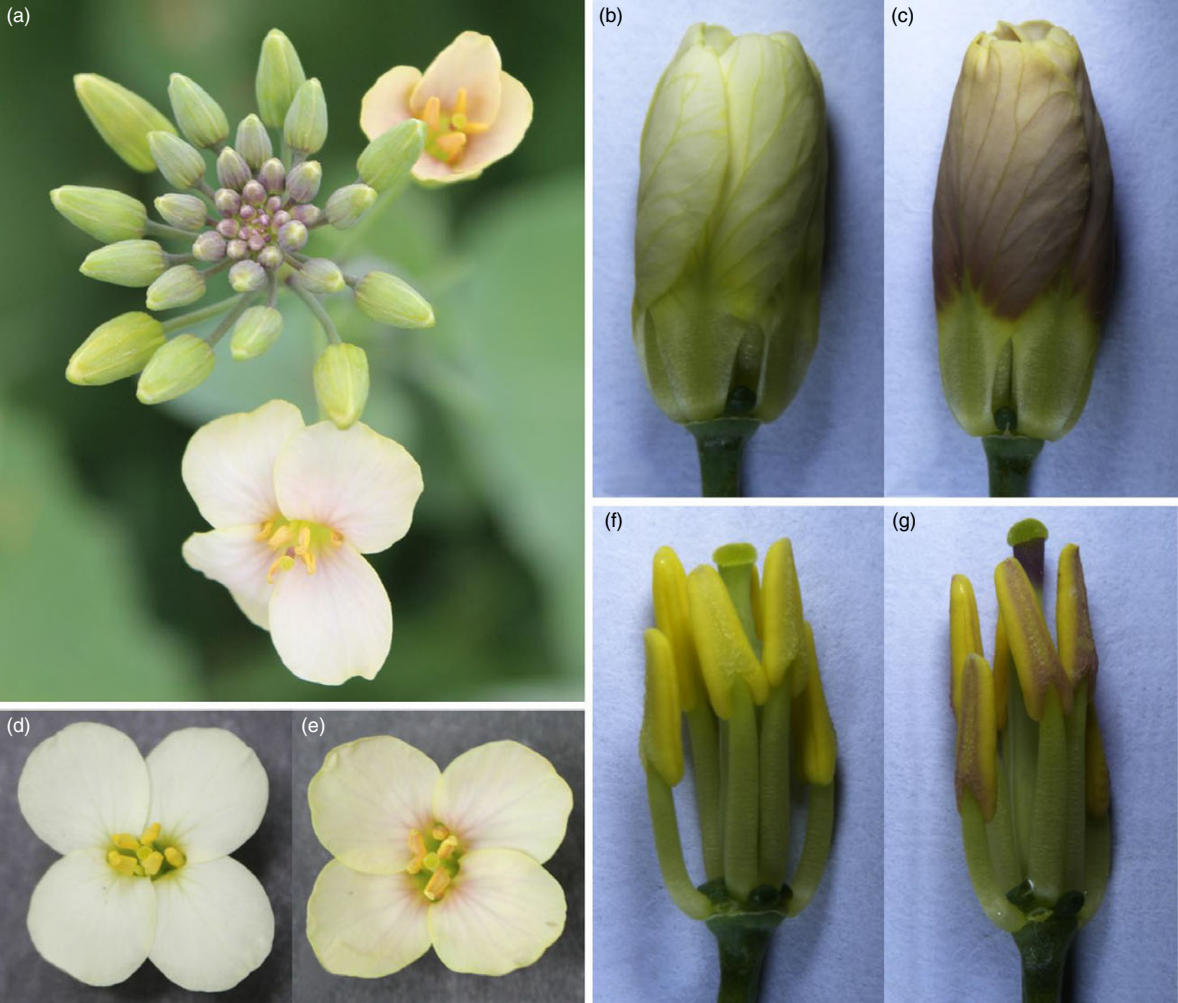
Phenotypes of F_1_ individuals from a cross between a *XY355::OvPAP2 Brassica napus* plant and *Brassica napus* cv. G1300, which has white flowers. (a) Inflorescence. (b) and (c) Flower buds after removing the sepals. (d) and (e) Flowers. (f) and (g) Flower buds after removing the sepals and petals. (a), (c), (e) and (g) F_1_ plant with red petals and anthers. (b), (d) and (f) F_1_ plant without red petals and anthers.

### The expression of *PAP2* was closely associated with anthocyanin accumulation in the anthers and petals of *B. napus*

To further observe and study the reason for the different phenotypes of the different materials, the ten ABGs were analysed by qRT‐PCR in the petals and/or anthers of H3, M4 and P4 (*CaMV35S*::*OvPAP2* plant without a phenotype), in addition to P6 and XYP3 (Figure 9). 

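In the RNA-Seq data of M4 and H3 petals, most orthologs of the genes analysed by qRT-PCR (*TTG1*, *GL3*, *TT8*, *PAP2*, *MYB12*, *F3H*, *F3′H*, *DFR*, *ANS* and *TT19*) were higher in M4. Of 17 tested orthologs, 13 were called higher, 1 was called lower and 3 were not called. The lower ortholog belonged to the *PAP1* group, and those not called were of *F3H* (Bra029996, 1 read in each library), *MYB12* (Bra000453, 59 reads in M4 and 72 in H3) and *TTG1* (Bra009770, 453 and 204). The median log2 fold of 16 orthologs was 2.75. The paper does not state how it selected these genes, so a selection from these same libraries cannot be excluded. Of *F3H*, Bra036828 was 6.03-fold higher and Bra012862 8.29-fold higher in M4, and of *TT19*, Bra008570 was 15.4-fold higher, on 19 reads against 1. In *O. violaceus* petals, 7 of 18 tested orthologs were called higher in OvP and 11 were not called. At an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 9 of the 13 higher calls in M4 held and the lower call did not, and 3 of the 7 in OvP held, those of *GL3* and the *ANS* orthologs. The calls lost in M4 were those of *GL3*, *TT8*, Bra004162 of the *PAP1* group and Bra008570.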

The following results were obtained: (i) most of the genes showed the same expression trends in the petals of M4 and H3, as revealed by qRT‐PCR and RNA‐Seq, suggesting the reliability of the RNA‐Seq data; (ii) *PAP2* was significantly up‐regulated in both the petals and anthers of the P6 and M4 plants when compared with H3; however, the key LBG genes *DFR* and *ANS* were significantly up‐regulated only in the anthers of P6, and *ANS* showed almost no expression in the petals, which explained the lack of red pigments in the petals; (iii) *PAP2* expression was up‐regulated in *XY355*::*OvPAP2* petals and anthers but was much lower than in M4 (petals) and P6 (petals and anthers); nevertheless, both *DFR* and *ANS* were up‐regulated in the two tissue types and were expressed more highly in *XY355*::*OvPAP2* petals and anthers than in M4 (petals and anthers) and P6 (petals), corresponding to the depth of the red colour in these materials; and (iv) *PAP2* expression increased slightly in the anthers of the P4 plant, but the other genes were more or less the same in the anthers of H3, suggesting that the level of ectopic *OvPAP2* expression was important for regulating the structural genes in anthers. Based on these results, *OvPAP2* was considered important for anthocyanin biosynthesis in the red petals of M4, as it could up‐regulate several important structural genes in some tissues. However, only when both *DFR* and *ANS* were up‐regulated could the tissues produce red pigments, becoming redder with higher expression. Moreover, in the petals of transgenic plants, high *OvPAP2* expression under the petal‐specific promoter XY355 but not the CaMV35S promoter could up‐regulate both *DFR* and *ANS*, but the reason why is unclear.

**Figure 9:**
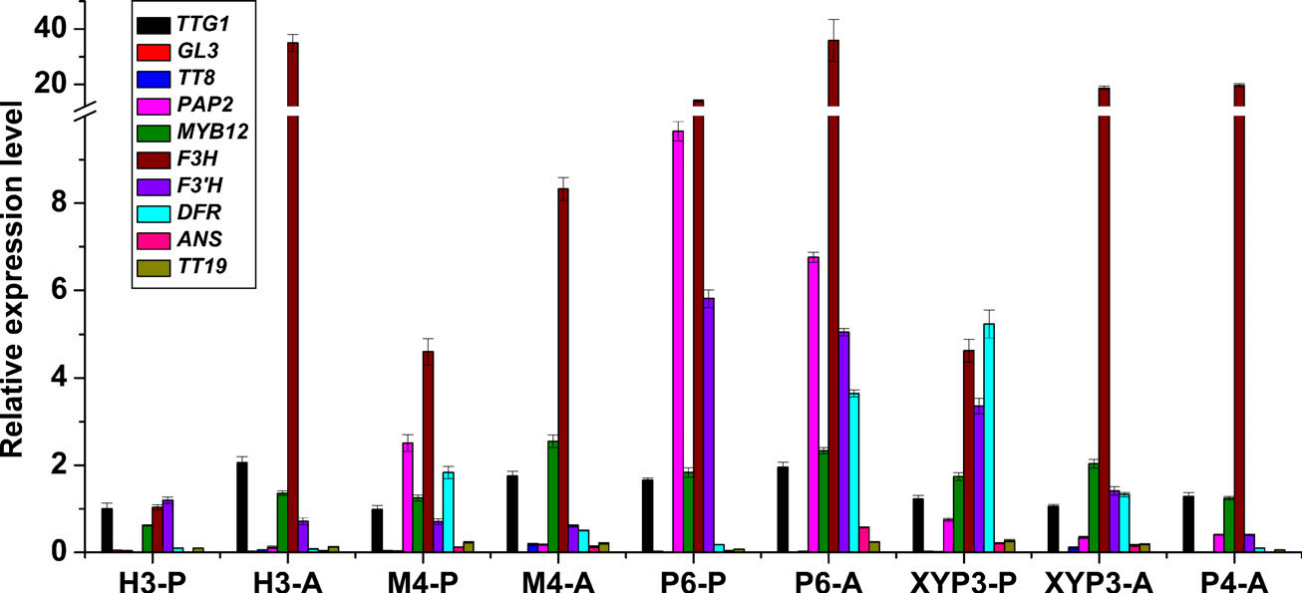
The relative expression levels of ten ABGs in the petals (P) or anthers (A) of different *Brassica napus* samples. P6: *CaMV35S::OvPAP2* plant with red anthers; XYP3: *XY355::OvPAP2* plant; P4: *CaMV35S::OvPAP2* plant without a phenotype; ABGs: anthocyanin biosynthesis genes.

### The composition of anthocyanins contributing to the red colour in petals

To identify the main metabolites contributing to the red colour of the petals, we performed metabolite analysis on petals from H3, M4, P6 and XYP3. Principal component analysis (PCA) of the profiling data sets separated the four samples from each other (Figure 10a). The metabolites of P6 and XYP3 were markedly different from each other and from M4 and H3, while H3 and M4 were more similar, consistent with M4 and H3 having similar genetic backgrounds. The corresponding loading plot (Figure 10b) shows features (m/z ions) contributing clustering seen on the PCA plots.

**Figure 10:**
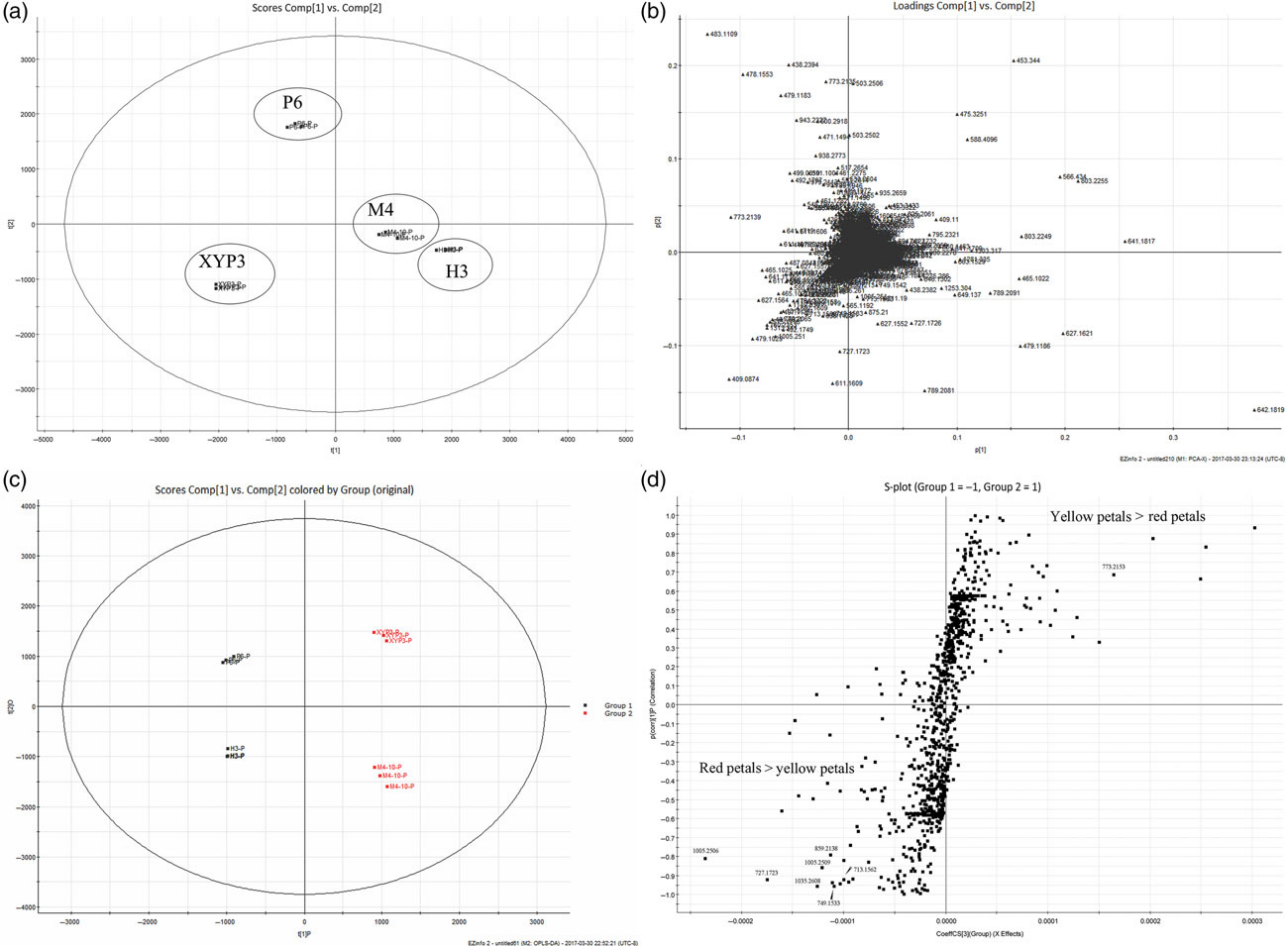
Principal component analysis (PCA) and orthogonal projection to latent structure‐discriminant analysis (OPLS‐DA) of petals of *Brassica napus* (M4, XYP3, H3 and P6). (a, b) Unsupervised PCA score plots and loading plot of four samples. (c, d) OPLS‐DA score plots and loading S‐plots of red petals (M4 and XYP3) vs. yellow petals (H3 and P6). Potential biomarkers for grouping were identified by analysing the S‐plot, which was plotted using covariance (p) and correlation (pcorr). Biomarkers indicated by molecular weight represent compounds with the most positive or negative VIP values of identified anthocyanins. XYP3: *XY355::OvPAP2* plant; P6: *CaMV35S::OvPAP2* plant with red anthers; VIP: variable importance in the projection.

To identify the metabolites that significantly differentiated the red petals (M4 and XYP3) from the yellow petals (H3 and P6), orthogonal projection to latent structure‐discriminant analysis (OPLS‐DA) modelling was performed on the profiling data sets (Figure 10c). S‐plots were then constructed by plotting covariance (p) against correlation (pcorr) (Figure 10d). The potential biomarkers for the separation of the yellow and red colours were obtained by filtering by variables important in the projection (VIP) > 2. Forty potential biomarkers were identified, 21 of which were abundant in red petals, while 19 were abundant in yellow petals. To identify the potential anthocyanins that contributed to the red colour, the tandem mass spectrometry (MS/MS) fragmentation patterns (m/z) of each biomarker were used for comparison with those radical groups found in previous studies (Wu and Prior, 2005). In total, 12 anthocyanins were identified, including cyanidin and delphinidin (Table S5). Surprisingly, the yellow petals also contained two types of anthocyanins (Table S5). The most preferentially accumulated anthocyanin in red petals showed peaks at retention times of 9.9 and 10.4 and a molecular weight of 1005.2124 (Figure S7a). MS data ([M]+, *m/z* 1005; MS/MS, *m/z* 757/535/287) indicated that it was a known anthocyanin, cyanidin 3‐coumaroyldiglucoside‐5‐malonylglucoside (Figure S7b) (He *et al*., 2016; Sun *et al*., 2013; Zhang *et al*., 2014b). One new anthocyanin with a molecular weight of 713.1562 was found to be delphinidin‐3‐malonyl glucoside‐5‐glucoside, according to the MS data ([M]+, *m/z* 713; MS/MS, *m/z* 551/465/303), but this identification requires further confirmation by other methods. These results indicated that red petals contained more anthocyanins than yellow petals and that some anthocyanins were red petal‐specific, which is in accordance with the higher expression of *F3H*,* F3′H*,* DFR* and *ANS*, which are involved in the key steps of anthocyanin production, in the petals of M4 and XYP3.

## Discussion

### Genetic regulation of petal colour in *O. violaceus* and *B. napus*

In the white petals of OvW plants and the red‐yellow petals of M4 plants, most of the EBG and LBG genes, as well as the transport gene *TT19*, were significantly down‐regulated when compared with the purple‐flowered OvP and up‐regulated when compared with the yellow‐flowered H3. These results suggest that the inactivation or activation of a transcription factor, rather than a single structural gene, may contribute to the down‐ or up‐regulation, respectively, of multiple genes in the anthocyanin pathway in OvW and M4, respectively. 

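Counted with *TT19*, 6 of 12 sums of early and late biosynthesis genes were called higher in M4 than in H3, 1 was called lower and 5 were not called. In OvP over OvW, 5 of 11 were called higher, 1 lower and 5 not called. By single ortholog, early biosynthesis genes had 4 higher and 1 lower of 17 tested in M4, and 3 higher and 1 lower of 16 tested in OvP. Late biosynthesis genes had 3 higher and 1 lower of 6 tested in M4, and 3 higher and 1 lower of 7 tested in OvP. At an assumed biological coefficient of variation of 0.4 in edgeR's exact test, all of these early calls and the 3 higher late calls held in M4, and 2 higher late calls, both of *ANS*, held in OvP. The sums of *DFR*, *ANS*, *F3′H* and *TT19* were called higher in both pairs. At 0.4 the sum of *ANS* kept both calls, and the other 3 sums lost theirs in OvP over OvW, *F3′H* with p = 0.0276 (edgeR's exact test). The sums of *F3H* and *FLS4* were called higher in M4 over H3 and not in OvP over OvW, though *F3H* was called there with only the ortholog with the most reads, a call lost at 0.2 (p = 0.0196, edgeR's exact test). In M4 over H3 the fold of both exceeded that in OvP over OvW (p = 2.6e-24 and p = 2.9e-05, conditional exact test of the reads, counting error only). The *FLS4* sums rest on different orthologs, Bra029212 in M4, with 356 reads, and Bra038648 in OvP, with 26. Bra038648 alone had ratios of 0.554 in M4 over H3 and 2.08 in OvP over OvW, neither called.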

Correspondingly, the only differentially expressed regulatory gene, *GL3*, was down‐regulated to 0 in OvW. In *Arabidopsis*,* GL3* is a member of *bHLH* gene family and encodes one of the components of the MBW complex. Many studies have demonstrated that *GL3* is necessary for anthocyanin accumulation (Feyissa *et al*., 2009; Nukumizu *et al*., 2013). Thus, the only nonexpressed regulatory gene, *GL3,* was likely to be responsible for the down‐regulation of structural genes and anthocyanin deficiency in the petals of OvW plants, but further studies should be conducted to confirm this hypothesis. Similarly, differentially expressed gene (DEG) analysis between M4 and H3 and subsequent gene cloning and sequencing comparisons identified a homolog of *AtPAP2* from *O. violaceus* in M4. *AtPAP2* is a member of the *R2R3 MYB* gene family and is also a component of the MBW complex. The overexpression of either *PAP1* or *PAP2* could cause different degrees of anthocyanin production in the leaves, stems and flowers of *Arabidopsis* (Borevitz *et al*., 2000). The overexpression of *OvPAP2* via the OSR petal‐specific promoter XY355 could indeed generate both red petals and anthers in *B. napus*. Consequently, we hypothesized that the more highly expressed *OvPAP2* might be the key factor up‐regulating most EBGs and LBGs, resulting in red petals in M4. In other words, the inactivation of the tissue‐specific expression of *PAP2* during its evolutionary history might be the reason for the loss of pigmentation in *B. napus* petals.

Interestingly, the OvW plant used in this study is a spontaneous mutant. Mutations affecting transcriptional regulatory proteins are preferentially fixed in the evolutionary loss of pigmentation. In particular, natural selection left mutants with almost all floral R2R3 MYB transcription factors inactivated, eliminating floral anthocyanins, while spontaneous mutants with white flowers are often caused by inactivated bHLH and WDR proteins (Sobel and Streisfeld, 2013; Wessinger and Rausher, 2012). This pattern might occur because floral pigments are typically regulated by R2R3 MYB transcription factors that have tissue‐specific expression profiles (Albert *et al*., 2011; Ramsay and Glover, 2005); thus, the inactivation of the R2R3 MYB eliminated the anthocyanins in that tissue only. By contrast, the enzymes of the anthocyanin pathway as well as its bHLH and WDR regulators typically have broad expression domains and are responsible for the biosynthesis of anthocyanins and other flavonoids. Amino acid mutations in the pathway enzymes and the inactivation of these transcription factors will give rise to extensive deleterious pleiotropic mutations (Sobel and Streisfeld, 2013; Wessinger and Rausher, 2012). Correspondingly, we have observed that OvW plants have lost their pigments not only in the floral organs but also in the leaves and stems and were weaker than OvP plants (Chen DZ, Pan Q, Ge XH and Li ZY unpublished data).

### Delphinidin‐based anthocyanin production in *Brassica* species

In the anthocyanin biosynthesis pathway, the number of hydroxyl groups on the B‐ring plays a key role in determining pigment colour; when there are more ‐OH rings, the pigment is bluer (Tanaka and Brugliera, 2013). The hydroxylation pattern is determined by two cytochrome P450s, flavonoid 3′‐hydroxylase (F3′H) (classified as CYP75B) and flavonoid 3′, 5′‐hydroxylase (F3′5′H) (mainly CYP75A); these proteins lead to the generation of cyanidin‐based anthocyanins, which contribute to red and pink flower colour and to delphinidin‐based anthocyanins, which tend to have violet and blue colours (Tanaka and Brugliera, 2013). In *Arabidopsis*, the sequences of the *CYP75A* subfamily are not represented in the genome, which explains the absence of delphinidin‐based anthocyanins in *Arabidopsis* (Bak *et al*., 2011). The same is true for *B. rapa*,* B. oleracea* and *B. napus*, whose genomes do not contain *CYP75A* sequences (Chen *et al*., unpublished data). However, delphinidin‐based anthocyanins were previously found in *B. rapa* (purple bok choy) (Zhang *et al*., 2014b) and purple heading Chinese cabbage (He *et al*., 2016) as well as in the present study in *B. napus*, in which three types of known delphinidin and one type of new delphinidin were identified in red petals and one type of delphinidin was identified in yellow petals. Thus, it was interesting to investigate whether *B. rapa* and *B. napus* contain isoenzymes that share the same catalytic activity as F3′5′H. For example, some Asteraceae species have re‐acquired F3′5′H function from their *F3′H* gene by convergent evolution (Seitz *et al*., 2006).

### Flower colour modification for ornamental value and pest control

In the past 20 years, considerable progress has been made in the production of desirable and novel flower colours via the genetic engineering of important floricultural plants (Nishihara and Nakatsuka, 2011; Noda *et al*., 2013; Tanaka *et al*., 2010; Wessinger and Rausher, 2012). As an important economic crop, OSR is cultivated in large areas, especially in China; additionally, its ornamental value due to its golden yellow flowers is emerging as evidenced by sightseers visiting several areas of China where it is grown en masse. The alteration of petal colour was largely attributable to the R2R3 MYB transcription factor OvPAP2, and *OvPAP2* overexpression by genetic engineering resulted in redder petals in *B. napus* plants, increasing the visual appeal of OSR. Other coloured petals, such as purple and blue petals, that require the anthocyanin biosynthesis pathways could be obtained via the same technique by controlling the relative expression levels of key genes. To eliminate public concern about transgenic plants, a transformation method for obtaining marker‐free plants could be used (de Vetten *et al*., 2003).

OSR is known to be self‐fertile, but insects can spread its pollen and increase its seed set (Mänd *et al*., 2010); therefore, the effect of red‐flowered OSR on pollinators should be considered. However, the attractiveness of the red‐flowered OSR to bees would be unaffected because the red flowers are not completely invisible to bees (Chittka and Waser, 1997), and the signals from pollen, nectaries and floral volatiles are still present, which should be attractive to bees and facilitate pollination (Cook *et al*., 2005; Menzel, 1985).

The alteration of petal colour has significant effects on plant colonization by *M. aeneus*, and red flowers are less heavily infested than yellow flowers; thus, the manipulation of petal colour could have potential in new pest control strategies (Cook *et al*., 2013). The novel red‐ or blue‐flowered OSR could confer increased and long‐lasting resistance to *M. aeneus*, thus reducing reliance on insecticides and furthering the potential to incorporate these plants into environmentally benign control strategies (Cook *et al*., 2013).

## Conclusion

Here, a homolog of *AtPAP2* (*OvPAP2*), which encodes a key regulator in the MBW complex, was isolated from an *O. violaceus* chromosome added to *B. napus* by comparative transcriptomic analysis. The overexpression of *OvPAP2* via the 35S promoter in *Arabidospis* led to pigment accumulation in various organs, but in *B. napus*, it produced only red anthers. The petal‐specific promoter‐mediated overexpression of *OvPAP2* in *B. napus* successfully changed the yellow and white petals into red‐yellow/red petals due to the accumulation of known and new anthocyanins. The present study illustrated the feasibility of diversifying the flower colours of *B. napus* by introducing key gene(s) from other species.

## Experimental procedures

### Plant materials and RNA preparation

A disomic addition line with all the chromosomes of *B. napus* and one specific pair of *O. violaceus* chromosomes producing slightly red petals (designated M4) was obtained previously (Ding *et al*., 2014; Zhao *et al*., 2008). The M4 plant, the donor *B. napus* cv. Huashuang 3 (H3), the wild‐type *O. violaceus* with purple petals (OvP) and its natural mutant with white petals (OvW) were grown in the greenhouse of the Huazhong Agricultural University in the autumn of 2011. The petals of half‐open flowers were collected, and total RNA was extracted using the guanidine isothiocyanate method. The quality and quantity of the purified RNA were determined by measuring the 260 nm/280 nm absorbance (A260/A280) using a spectrophotometer (SmartSpec plus, Bio‐Rad, Hercules, CA). RNA integrity was further verified by 1.5% agarose gel electrophoresis. The total RNA of all samples was assessed based on A260/A280 ≈ 1.7, quantity > 10 μg and good integrity.

### RNA‐Seq library construction, sequencing, read mapping and DEG screening

For each sample, 10 μg of total RNA was used for RNA‐Seq library preparation. The libraries were prepared following the manufacturer's instructions and run on an Illumina HiSeq 2000 system for 100‐nt pair‐end sequencing by Majorbio. Inc. (Shanghai, China). After sequencing, the high‐quality clean reads were obtained by filtering the dirty reads with adaptors or two Ns and the low‐quality reads. The clean reads from each sample were mapped to the genome of *B. rapa* (http://brassicadb.org/brad/downloadOverview.php) using Tophat (Trapnell *et al*., 2012), allowing no more than two mismatched bases. Mapped reads were normalized using the DESeq Bioconductor package (Anders and Huber, 2010). Gene expression levels were calculated in terms of FPKM using Cufflinks and Cuffdiff (Trapnell *et al*., 2012; Zhu *et al*., 2010). DEGs between samples were determined using the edgeR program (Robinson *et al*., 2010) using the standards of *P*‐value ≤0.01 and fold change ≥2 or ≤0.5.

### *De novo* assembly of petal transcriptomes and sequence alignment

*De novo* assembly and comparative transcriptomic analysis were performed: all clean reads generated from two *O. violaceus* samples were assembled together as transcripts of *O. violaceus* using Trinity with default parameters (Haas *et al*., 2013), while clean reads of M4 were assembled alone. The unigenes were first annotated based on the TAIR database (http://www.arabidopsis.org/). The same unigenes expressed in M4 and *O. violaceus* were identified by performing an all against all DNA sequence similarity (BLASTN with an E‐value cut‐off of 1E‐5) BLAST.

### Cloning of *PAP2* and phylogenetic analysis

Based on the assembled sequence and the genome sequence of *B. napus* and *A. thaliana*, respectively, specific primers (Table S4) were designed to amplify the *PAP2* homologs from M4 and *O. violaceus* using Primer 3.0. Specifically, PAP2‐1F and PAP2‐1R were used to amplify *PAP2* from M4 petal cDNA and *O. violaceus* leaf DNA, respectively. Ex Taq (Takara Bio Inc., Otsu, Japan) was used for all fragment amplifications. The PCR products were cloned into pMD™18‐T (Takara, Dalian, China) and sequenced. The obtained sequences were BLASTed using SeqMan to identify the correct CDS of *PAP2*, which was mapped from different materials and species using ClustalW2 (http://www.ebi.ac.uk/Tools/msa/clustalw2/). The sequence alignment figures were made using GeneDoc.

The CDSs of MYBs belonging to subgroups 2, 4, 5, 6 and 7 from *Arabidopsis* were used to calculate distance estimates for a neighbour‐joining tree with MEGA6 software (Tamura *et al*., 2013). To provide statistical support for each node in the tree, a consensus tree was generated from 1000 bootstrap data sets. The protein sequences of the selected MYB proteins from *A. thaliana* and other species belonging to subgroup 6 were aligned online (http://multalin.toulouse.inra.fr/multalin/) to identify bHLH protein binding sites and conserved motifs defining the members of R2R3 MYB subgroup 6.

### Plasmid construction and genetic transformation

Plasmid vector construction for overexpression via genetic transformation was performed as described (Xia *et al*., 2016). Based on determinate sequence information, *OvPAP2* (was also the expressed *PAP2* in M4) was cloned from the cDNA of M4 into the pMDC83 containing the CaMV35S promoter using the traditional digestion and ligation method with a restriction endonuclease and T4 ligase (Thermo Scientific, (EU) Lithuania). The amplification primers were PAP2‐XF and PAP2‐BR (Table S4). The plasmid vector with the correct target sequence was transformed into *Agrobacterium* GV3101 for the genetic transformation of *A. thaliana* (Columbia) and *B. napus* (H3 and Westar). Another vector (pCAMBIA2300) containing *OvPAP2* was constructed (primers: PAP2‐PF and PAP2‐KR) with the OSR petal‐specific promoter XY355 (355 bp), which was amplified (primers: XY355‐HF and XY355‐PR) from the genome of *B. napus* (H3) according to sequence information (Brocard *et al*., 2001) and transformed into another *B. napus* variety, J9709, using the same method. The consensus primers for positive clone detection in this study were RV‐M, M13‐47 and pMDC83‐nos (Table S4). *Agrobacterium‐*mediated genetic transformation was used for both *A. thaliana* and *B. napus*. *A. thaliana* was transformed using the floral dip method (Clough and Bent, 1998), and *B. napus* was transformed using the hypocotyl infection method as previously described (Xia *et al*., 2016).

### qRT‐PCR analysis

Total RNA from several tissues, including the petals and anthers of different plant samples, was extracted for qRT‐PCR analysis using TRIzol reagent (Invitrogen, Carlsbad, CA) according to the user manual. First‐strand cDNA synthesis was performed with two micrograms of total RNA from each sample using a RevertAid™ First Strand cDNA Synthesis Kit (Thermo Scientific, (EU) Lithuania) according to the manufacturer's protocol. The specific quantitative primers for ten ABGs were designed using Primer 3.0; all primer sequences are listed in Table S6. qRT‐PCR assays with three replicates were performed using a KAPA SYBR FAST qPCR kit (Kapa Biosystems, Boston, MA) on a Bio‐Rad CFX96 Real‐Time Detection System. The *Bnaactin3* gene was used as an internal control for data normalization, and quantitative variation in the different replicates was calculated using the delta‐delta threshold cycle relative quantification method as described previously (Fu *et al*., 2014).

### Sample preparation and metabolomics analysis

The petals of newly fully opened flowers from H3, M4 and the overexpression plants were collected in liquid nitrogen. A total of 0.1 g of frozen powder was placed into a 2‐mL screw‐cap tube with 1 mL of methanol/water/acetic acid (85:15:0.5; v/v, MeOH/H2O/AcAc). The sample was then put on ice in the dark with sonication for 30 min and then vortexed at 4 °C in the dark overnight. The supernatant was collected after centrifuging at 12 000 × g for 10 min and was further diluted appropriately and filtered twice using a 0.22 μm PTFE filter (Cameo 25F, Micron Separations Inc., Westboro, MA) before injection for metabolomics analysis.

Metabolomics analysis was performed on a Waters Acquity UPLC system connected to a Synapt G2‐XS QToF mass spectrometer, which was equipped with an electrospray ionization source (Waters, Milford, MA), according to methods previously described (Jing *et al*., 2017). The UPLC was fitted with an Acquity UPLC BEH C18 column, 1.7 μm, 2.1 × 150 mm (Waters). The column was kept at 40 °C, and the flow rate was 0.4 mL/min. The mobile phases were (A) water with 0.1% formic acid and (B) acetonitrile containing 0.1% formic acid. The linear gradient was applied as follows: 0 min, 1% B; 1 min, 1% B; 16 min, 30% B; 21 min, 99% B; 22 min, 99% B; 25 min, 1% B. Mass spectrometric data were acquired using both positive (3.5 kv) and negative (−2.5 kv) modes over the range of m/z 100–1700. The drying gas temperature was 400 °C, the cone gas flow was 50 L/h, and the desolvation gas flow was 800 L/h. The sampling cone voltage was set to 30 V, and the source offset was 60 V. The accurate mass and composition of the precursor and fragment ions were calculated and sequenced using MassLynx4.1 software (Waters). One raw data set contained low‐energy data (6 eV, MS, precursor ions) and high‐energy data (15–45 eV, msE) for all of the fragment ions. Each sample was acquired three times at random. The data process was performed using the MarkerLynx application manager for Masslynx4.1 software. PCA was performed with MarkerLynx software (Waters). Based on the diversity in PCA and the good separation of groups, supervised OPLS‐DA was then used to extract maximum information from the data set and to isolate the metabolites responsible for differences between red (XYP3 and M4) and yellow (P6 and H3) petals. Potential biomarkers for grouping were identified by analysing the S‐plot, which was plotted using covariance (p) and correlation (pcorr).

## Author contributions

XG and ZL conceived of the study. ZZ developed the addition plants, WF prepared the plant materials and performed the experiments, DC and QP performed bioinformatics analysis, and DC and FL performed metabolomics analysis. WF, XG and ZL prepared the manuscript. All authors contributed to revising the manuscript. All authors read and approved the final manuscript.

## Supporting information

**Figure S1** Comparison of the FPKM values of the EBGs and LBGs in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP).
**Figure S2** Comparison of the FPKM values of the ABGs in the phenylpropanoid pathway in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP).
**Figure S3** Comparison of the FPKM values of the regulatory genes acting on the anthocyanin biosynthesis pathway in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP). Note that here, *PAP1* represents all homologs of *AtPAP1*,* AtPAP2*,* AtMYB113* and *AtMYB114* in *Brassica rapa* that have high sequence similarity.
**Figure S4** The sequence alignment of *PAP2* in each of the samples or species.
**Figure S5** Protein features encoded by *OvPAP2*.
**Figure S6** Phenotypes of the offspring (T_2_ and F_2_ individuals) of the *XY355::OvPAP2 Brassica napus* plant.
**Figure S7** Relative abundance and mass spectrum of one biomarker that is differentially accumulated in the red (M4 and XYP3) and yellow (H3 and P6) petals of *Brassica napus*.

**Table S1** Summary of alignment statistics from the RNA‐Seq of *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP).
**Table S2** The expression levels of anthocyanin biosynthesis genes in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP).
**Table S4** The primers for gene cloning and vector construction.
**Table S5** Identified anthocyanin biomarkers that were differentially accumulated in the red and yellow petals of *Brassica napus*.
**Table S6** qRT‐PCR primers.

**Table S3** A comparison of the unigenes between M4 and *Orychophragmus violceus* annotated as anthocyanin biosynthesis genes.

## References

[pbi12777-bib-0001] Albert, N.W. , Lewis, D.H. , Zhang, H. , Schwinn, K.E. , Jameson, P.E. and Davies, K.M. (2011) Members of an R2R3‐MYB transcription factor family in *Petunia* are developmentally and environmentally regulated to control complex floral and vegetative pigmentation patterning. Plant J. 65, 771–784.21235651 10.1111/j.1365-313X.2010.04465.x

[pbi12777-bib-0002] Anders, S. and Huber, W. (2010) Differential expression analysis for sequence count data. Genome Biol. 11, R106.20979621 10.1186/gb-2010-11-10-r106PMC3218662

[pbi12777-bib-0003] Bak, S. , Beisson, F. , Bishop, G. , Hamberger, B. , Hofer, R. , Paquette, S. and Werck‐Reichhart, D. (2011) Cytochromes p450. Arabidopsis Book, 9, e0144.22303269 10.1199/tab.0144PMC3268508

[pbi12777-bib-0004] Borevitz, J.O. , Xia, Y. , Blount, J. , Dixon, R.A. and Lamb, C. (2000) Activation tagging identifies a conserved MYB regulator of phenylpropanoid biosynthesis. Plant Cell, 12, 2383–2394.11148285 10.1105/tpc.12.12.2383PMC102225

[pbi12777-bib-0005] Brocard, I. , Charlot, F. , Teoule, E. and Guerche, P. (2001) Petal Specific Promoter and Method for Obtaining Plants Having (P). Patent: JP 2001517450‐A 309‐0CT‐2001. European: Institut National De La Recherche Agronomique.

[pbi12777-bib-0006] Butelli, E. , Licciardello, C. , Zhang, Y. , Liu, J. , Mackay, S. , Bailey, P. , Reforgiato‐Recupero, G. *et al*. (2012) Retrotransposons control fruit‐specific, cold‐dependent accumulation of anthocyanins in blood oranges. Plant Cell, 24, 1242–1255.22427337 10.1105/tpc.111.095232PMC3336134

[pbi12777-bib-0007] Chittka, L. and Waser, N.M. (1997) Why red flowers are not invisible to bees. Israel J. Plant Sci. 45, 169–183.

[pbi12777-bib-0008] Clough, S.J. and Bent, A.F. (1998) Floral dip: a simplified method for *Agrobacterium*‐mediated transformation of *Arabidopsis thaliana* . Plant J. 16, 735–743.10069079 10.1046/j.1365-313x.1998.00343.x

[pbi12777-bib-0009] Cook, S.M. , Sandoz, J.C. , Martin, A.P. , Murray, D.A. , Poppy, G.M. and Williams, I.H. (2005) Could learning of pollen odours by honey bees (*Apis mellifera*) play a role in their foraging behaviour? Physiol. Entomol. 30, 164–174.

[pbi12777-bib-0010] Cook, S.M. , Skellern, M.P. , Doring, T.F. and Pickett, J.A. (2013) Red oilseed rape? The potential for manipulation of petal colour in control strategies for the pollen beetle (*Meligethes aeneus*). Arthropod Plant Interact. 7, 249–258.

[pbi12777-bib-0011] Ding, L. , Zhao, Z.G. , Ge, X.H. and Li, Z.Y. (2014) Different timing and spatial separation of parental chromosomes in intergeneric somatic hybrids between *Brassica napus* and *Orychophragmus violaceus* . Genet. Mol. Res. 13, 2611–2618.24782049 10.4238/2014.April.8.3

[pbi12777-bib-0012] Döring, T.F. , Skellern, M. , Watts, N. and Cook, S.M. (2012) Colour choice behaviour in the pollen beetle *Meligethes aeneus* (Coleoptera: Nitidulidae). Physiol. Entomol. 37, 360–378.

[pbi12777-bib-0013] Feyissa, D.N. , Lovdal, T. , Olsen, K.M. , Slimestad, R. and Lillo, C. (2009) The endogenous *GL3*, but not *EGL3*, gene is necessary for anthocyanin accumulation as induced by nitrogen depletion in *Arabidopsis* rosette stage leaves. Planta, 230, 747–754.19621239 10.1007/s00425-009-0978-3

[pbi12777-bib-0014] Fu, W.Q. , Zhao, Z.G. , Ge, X.H. , Ding, L. and Li, Z.Y. (2014) Anatomy and transcript profiling of gynoecium development in female sterile *Brassica napus* mediated by one alien chromosome from *Orychophragmus violaceus* . BMC Genom. 15, 61.10.1186/1471-2164-15-61PMC393054324456102

[pbi12777-bib-0015] Fu, D.H. , Jiang, L.Y. , Masons, A.S. , Xiao, M.L. , Zhu, L.R. , Li, L.Z. , Zhou, Q.H. *et al*. (2016) Research progress and strategies for multifunctional rapeseed: a case study of China. J. Integr. Agr. 15, 1673–1684.

[pbi12777-bib-0501] Glover, B.J. and Martin, C. (2012) Anthocyanins. Curr. Biol. 22, R147–150.22401890 10.1016/j.cub.2012.01.021

[pbi12777-bib-0016] Gonzalez, A. , Zhao, M. , Leavitt, J.M. and Lloyd, A.M. (2008) Regulation of the anthocyanin biosynthetic pathway by the TTG1/bHLH/Myb transcriptional complex in Arabidopsis seedlings. Plant J. 53, 814–827.18036197 10.1111/j.1365-313X.2007.03373.x

[pbi12777-bib-0502] Grotewold, E. (2006) The genetics and biochemistry of floral pigments. Annu. Rev. Plant Biol. 57, 761–780.16669781 10.1146/annurev.arplant.57.032905.105248

[pbi12777-bib-0017] Guo, N. , Cheng, F. , Wu, J. , Liu, B. , Zheng, S. , Liang, J. and Wang, X. (2014) Anthocyanin biosynthetic genes in *Brassica rapa* . BMC Genom. 15, 426.10.1186/1471-2164-15-426PMC407288724893600

[pbi12777-bib-0018] Haas, B.J. , Papanicolaou, A. , Yassour, M. , Grabherr, M. , Blood, P.D. , Bowden, J. , Couger, M.B. *et al*. (2013) *De novo* transcript sequence reconstruction from RNA‐seq using the Trinity platform for reference generation and analysis. Nat. Protoc. 8, 1494–1512.23845962 10.1038/nprot.2013.084PMC3875132

[pbi12777-bib-0019] He, Q. , Zhang, Z. and Zhang, L. (2016) Anthocyanin accumulation, antioxidant ability and stability, and a transcriptional analysis of anthocyanin biosynthesis in purple heading Chinese cabbage (*Brassica rapa* L. ssp. *pekinensis*). J. Agric. Food Chem. 64, 132–145.26709726 10.1021/acs.jafc.5b04674

[pbi12777-bib-0020] Heim, M.A. , Jakoby, M. , Werber, M. , Martin, C. , Weisshaar, B. and Bailey, P.C. (2003) The basic helix‐loop‐helix transcription factor family in plants: a genome‐wide study of protein structure and functional diversity. Mol. Biol. Evol. 20, 735–747.12679534 10.1093/molbev/msg088

[pbi12777-bib-0021] Jing, J. , Shi, Y. , Zhang, Q. , Wang, J. and Ruan, J. (2017) Prediction of Chinese green tea ranking by metabolite profiling using ultra‐performance liquid chromatography‐quadrupole time‐of‐flight mass spectrometry (UPLC‐Q‐TOF/MS). Food Chem. 221, 311–316.27979208 10.1016/j.foodchem.2016.10.068

[pbi12777-bib-0022] Kui, L.W. , Bolitho, K. , Grafton, K. , Kortstee, A. , Karunairetnam, S. , McGhie, T.K. , Espley, R.V. *et al*. (2010) An R2R3 MYB transcription factor associated with regulation of the anthocyanin biosynthetic pathway in Rosaceae. BMC Plant Biol. 10, 50.20302676 10.1186/1471-2229-10-50PMC2923524

[pbi12777-bib-0023] Mänd, M. , Williams, I.H. , Viik, E. and Karise, R. (2010) Oilseed rape, bees and integrated pest management. In Biocontrol‐Based Integrated Management of Oilseed Rape Pests ( Williams, I.H. , ed.), pp. 357–379. London: Springer‐Verlag.

[pbi12777-bib-0024] Menzel, R. (1985) Learning in honey bees in an ecological and behavioural context. Fort. Zool. 31, 55–74.

[pbi12777-bib-0025] Mushtaq, M.A. , Pan, Q. , Chen, D. , Zhang, Q. , Ge, X. and Li, Z. (2016) Comparative leaves transcriptome analysis emphasizing on accumulation of anthocyanins in *Brassica*: molecular regulation and potential interaction with photosynthesis. Front. Plant Sci. 7, 311.27047501 10.3389/fpls.2016.00311PMC4796009

[pbi12777-bib-0026] Nishihara, M. and Nakatsuka, T. (2011) Genetic engineering of flavonoid pigments to modify flower color in floricultural plants. Biotechnol. Lett. 33, 433–441.21053046 10.1007/s10529-010-0461-z

[pbi12777-bib-0027] Noda, N. , Aida, R. , Kishimoto, S. , Ishiguro, K. , Fukuchi‐Mizutani, M. , Tanaka, Y. and Ohmiya, A. (2013) Genetic engineering of novel bluer‐colored chrysanthemums produced by accumulation of delphinidin‐based anthocyanins. Plant Cell Physiol. 54, 1684–1695.23926063 10.1093/pcp/pct111

[pbi12777-bib-0028] Nukumizu, Y. , Wada, T. and Tominaga‐Wada, R. (2013) Tomato (*Solanum lycopersicum*) homologs of TRIPTYCHON (SlTRY) and GLABRA3 (SlGL3) are involved in anthocyanin accumulation. Plant Signal. Behav. 8, e24575.23603939 10.4161/psb.24575PMC3907391

[pbi12777-bib-0029] Petroni, K. and Tonelli, C. (2011) Recent advances on the regulation of anthocyanin synthesis in reproductive organs. Plant Sci. 181, 219–229.21763532 10.1016/j.plantsci.2011.05.009

[pbi12777-bib-0030] Ramsay, N.A. and Glover, B.J. (2005) MYB‐bHLH‐WD40 protein complex and the evolution of cellular diversity. Trends Plant Sci. 10, 63–70.15708343 10.1016/j.tplants.2004.12.011

[pbi12777-bib-0031] Robinson, M.D. , McCarthy, D.J. and Smyth, G.K. (2010) edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26, 139–140.19910308 10.1093/bioinformatics/btp616PMC2796818

[pbi12777-bib-0032] Seitz, C. , Eder, C. , Deiml, B. , Kellner, S. , Martens, S. and Forkmann, G. (2006) Cloning, functional identification and sequence analysis of flavonoid 3′‐hydroxylase and flavonoid 3′,5′‐hydroxylase cDNAs reveals independent evolution of flavonoid 3′,5′‐hydroxylase in the Asteraceae family. Plant Mol. Biol. 61, 365–381.16830174 10.1007/s11103-006-0012-0

[pbi12777-bib-0033] Sobel, J.M. and Streisfeld, M.A. (2013) Flower color as a model system for studies of plant evo‐devo. Front. Plant Sci. 4, 321.23970892 10.3389/fpls.2013.00321PMC3748380

[pbi12777-bib-0034] Stracke, R. , Werber, M. and Weisshaar, B. (2001) The R2R3‐MYB gene family in *Arabidopsis thaliana* . Curr. Opin. Plant Biol. 4, 447–456.11597504 10.1016/s1369-5266(00)00199-0

[pbi12777-bib-0035] Sun, J. , Xiao, Z. , Lin, L.Z. , Lester, G.E. , Wang, Q. , Harnly, J.M. and Chen, P. (2013) Profiling polyphenols in five *Brassica* species microgreens by UHPLC‐PDA‐ESI/HRMS(n.). J. Agric. Food Chem. 61, 10960–10970.24144328 10.1021/jf401802nPMC3915300

[pbi12777-bib-0036] Tamura, K. , Stecher, G. , Peterson, D. , Filipski, A. and Kumar, S. (2013) MEGA6: molecular evolutionary genetics analysis version 6.0. Mol. Biol. Evol. 30, 2725–2729.24132122 10.1093/molbev/mst197PMC3840312

[pbi12777-bib-0037] Tanaka, Y. and Brugliera, F. (2013) Flower colour and cytochromes P450. Philos. Trans. R. Soc. Lond. B Biol. Sci. 368, 20120432.23297355 10.1098/rstb.2012.0432PMC3538422

[pbi12777-bib-0038] Tanaka, Y. , Brugliera, F. , Kalc, G. , Senior, M. , Dyson, B. , Nakamura, N. , Katsumoto, Y. *et al*. (2010) Flower color modification by engineering of the flavonoid biosynthetic pathway: practical perspectives. Biosci. Biotechnol. Biochem. 74, 1760–1769.20834175 10.1271/bbb.100358

[pbi12777-bib-0503] Tanaka, Y. , Sasaki, N. and Ohmiya, A. (2008) Biosynthesis of plant pigments: anthocyanins, betalains and carotenoids. Plant J. 54, 733–749.18476875 10.1111/j.1365-313X.2008.03447.x

[pbi12777-bib-0039] Trapnell, C. , Roberts, A. , Goff, L. , Pertea, G. , Kim, D. , Kelley, D.R. , Pimentel, H. *et al*. (2012) Differential gene and transcript expression analysis of RNA‐seq experiments with TopHat and Cufflinks. Nat. Protoc. 7, 562–578.22383036 10.1038/nprot.2012.016PMC3334321

[pbi12777-bib-0040] U N . (1935) Genome analysis in *Brassica* with special reference to the experimental formation of *B. napus* and peculiar mode of fertilization. Jap. J. Bot. 7, 389–452.

[pbi12777-bib-0041] de Vetten, N. , Wolters, A.M. , Raemakers, K. , van der Meer, I. , ter Stege, R. , Heeres, E. , Heeres, P. *et al*. (2003) A transformation method for obtaining marker‐free plants of a cross‐pollinating and vegetatively propagated crop. Nat. Biotechnol. 21, 439–442.12627169 10.1038/nbt801

[pbi12777-bib-0042] Wessinger, C.A. and Rausher, M.D. (2012) Lessons from flower colour evolution on targets of selection. J. Exp. Bot. 63, 5741–5749.23048126 10.1093/jxb/ers267

[pbi12777-bib-0504] Winkel‐Shirley, B. (2001) Flavonoid biosynthesis. A colorful model for genetics, biochemistry, cell biology, and biotechnology. Plant Physiol. 126, 485–493.11402179 10.1104/pp.126.2.485PMC1540115

[pbi12777-bib-0043] Wu, X. and Prior, R.L. (2005) Identification and characterization of anthocyanins by high‐performance liquid chromatography‐electrospray ionization‐tandem mass spectrometry in common foods in the United States: vegetables, nuts, and grains. J. Agric. Food Chem. 53, 3101–3113.15826066 10.1021/jf0478861

[pbi12777-bib-0044] Xia, S.Q. , Wang, Z.X. , Zhang, H.Y. , Hu, K.N. , Zhang, Z.Q. , Qin, M.M. , Dun, X.L. *et al*. (2016) Altered transcription and neofunctionalization of duplicated genes rescue the harmful effects of a chimeric gene in *Brassica napus* . Plant Cell, 28, 2060–2078.27559024 10.1105/tpc.16.00281PMC5059798

[pbi12777-bib-0045] Zhang, Y. (2014) Research on the problems and development strategies of Wuyuan ecotourism. Marketing Res. 6, 41–42. (in Chinese).

[pbi12777-bib-0046] Zhang, Y. , Butelli, E. and Martin, C. (2014a) Engineering anthocyanin biosynthesis in plants. Curr. Opin. Plant Biol. 19, 81–90.24907528 10.1016/j.pbi.2014.05.011

[pbi12777-bib-0047] Zhang, Y. , Chen, G. , Dong, T. , Pan, Y. , Zhao, Z. , Tian, S. and Hu, Z. (2014b) Anthocyanin accumulation and transcriptional regulation of anthocyanin biosynthesis in purple bok choy (*Brassica rapa* var. chinensis). J. Agric. Food Chem. 62, 12366–12376.25419600 10.1021/jf503453e

[pbi12777-bib-0048] Zhao, Z.G. , Hu, T.T. , Ge, X.H. , Du, X.Z. , Ding, L. and Li, Z.Y. (2008) Production and characterization of intergeneric somatic hybrids between *Brassica napus* and *Orychophragmus violaceus* and their backcrossing progenies. Plant Cell Rep. 27, 1611–1621.18626647 10.1007/s00299-008-0582-1

[pbi12777-bib-0049] Zhu, C. , Bai, C. , Sanahuja, G. , Yuan, D. , Farre, G. , Naqvi, S. , Shi, L. *et al*. (2010) The regulation of carotenoid pigmentation in flowers. Arch. Biochem. Biophys. 504, 132–141.20688043 10.1016/j.abb.2010.07.028

[pbi12777-bib-0050] Zimmermann, I.M. , Heim, M.A. , Weisshaar, B. and Uhrig, J.F. (2004) Comprehensive identification of *Arabidopsis thaliana* MYB transcription factors interacting with R/B‐like BHLH proteins. Plant J. 40, 22–34.15361138 10.1111/j.1365-313X.2004.02183.x

# Supplementary material for: Production of red‐flowered oilseed rape via the ectopic expression of Orychophragmus violaceus OvPAP2
**Source:** Plant Biotechnol J. 2017 Jul 26;16(2):367–80. doi: 10.1111/pbi.12777
**Supplement:** Supplementary file 1 — Figure S1 Comparison of the FPKM values of the EBGs and LBGs in Brassica napus (H3 and M4) and Orychophragmus violaceus (OvW and OvP). Figure S2 Comparison of the FPKM values of the ABGs in the phenylpropanoid pathway in Brassica napus (H3 and M4) and Orychophragmus violaceus (OvW and OvP). Figure S3 Comparison of the FPKM values of the regulatory genes acting on the anthocyanin biosynthesis pathway in Brassica napus (H3 and M4) and Orychophragmus violaceus (OvW and OvP). Note that here, PAP1 represents all homologs of AtPAP1, AtPAP2, AtMYB113 and AtMYB114 in Brassica rapa that have high sequence similarity. Figure S4 The sequence alignment of PAP2 in each of the samples or species. Figure S5 Protein features encoded by OvPAP2. Figure S6 Phenotypes of the offspring (T2 and F2 individuals) of the XY355::OvPAP2 Brassica napus plant. Figure S7 Relative abundance and mass spectrum of one biomarker that is differentially accumulated in the red (M4 and XYP3) and yellow (H3 and P6) petals of Brassica napus.

**
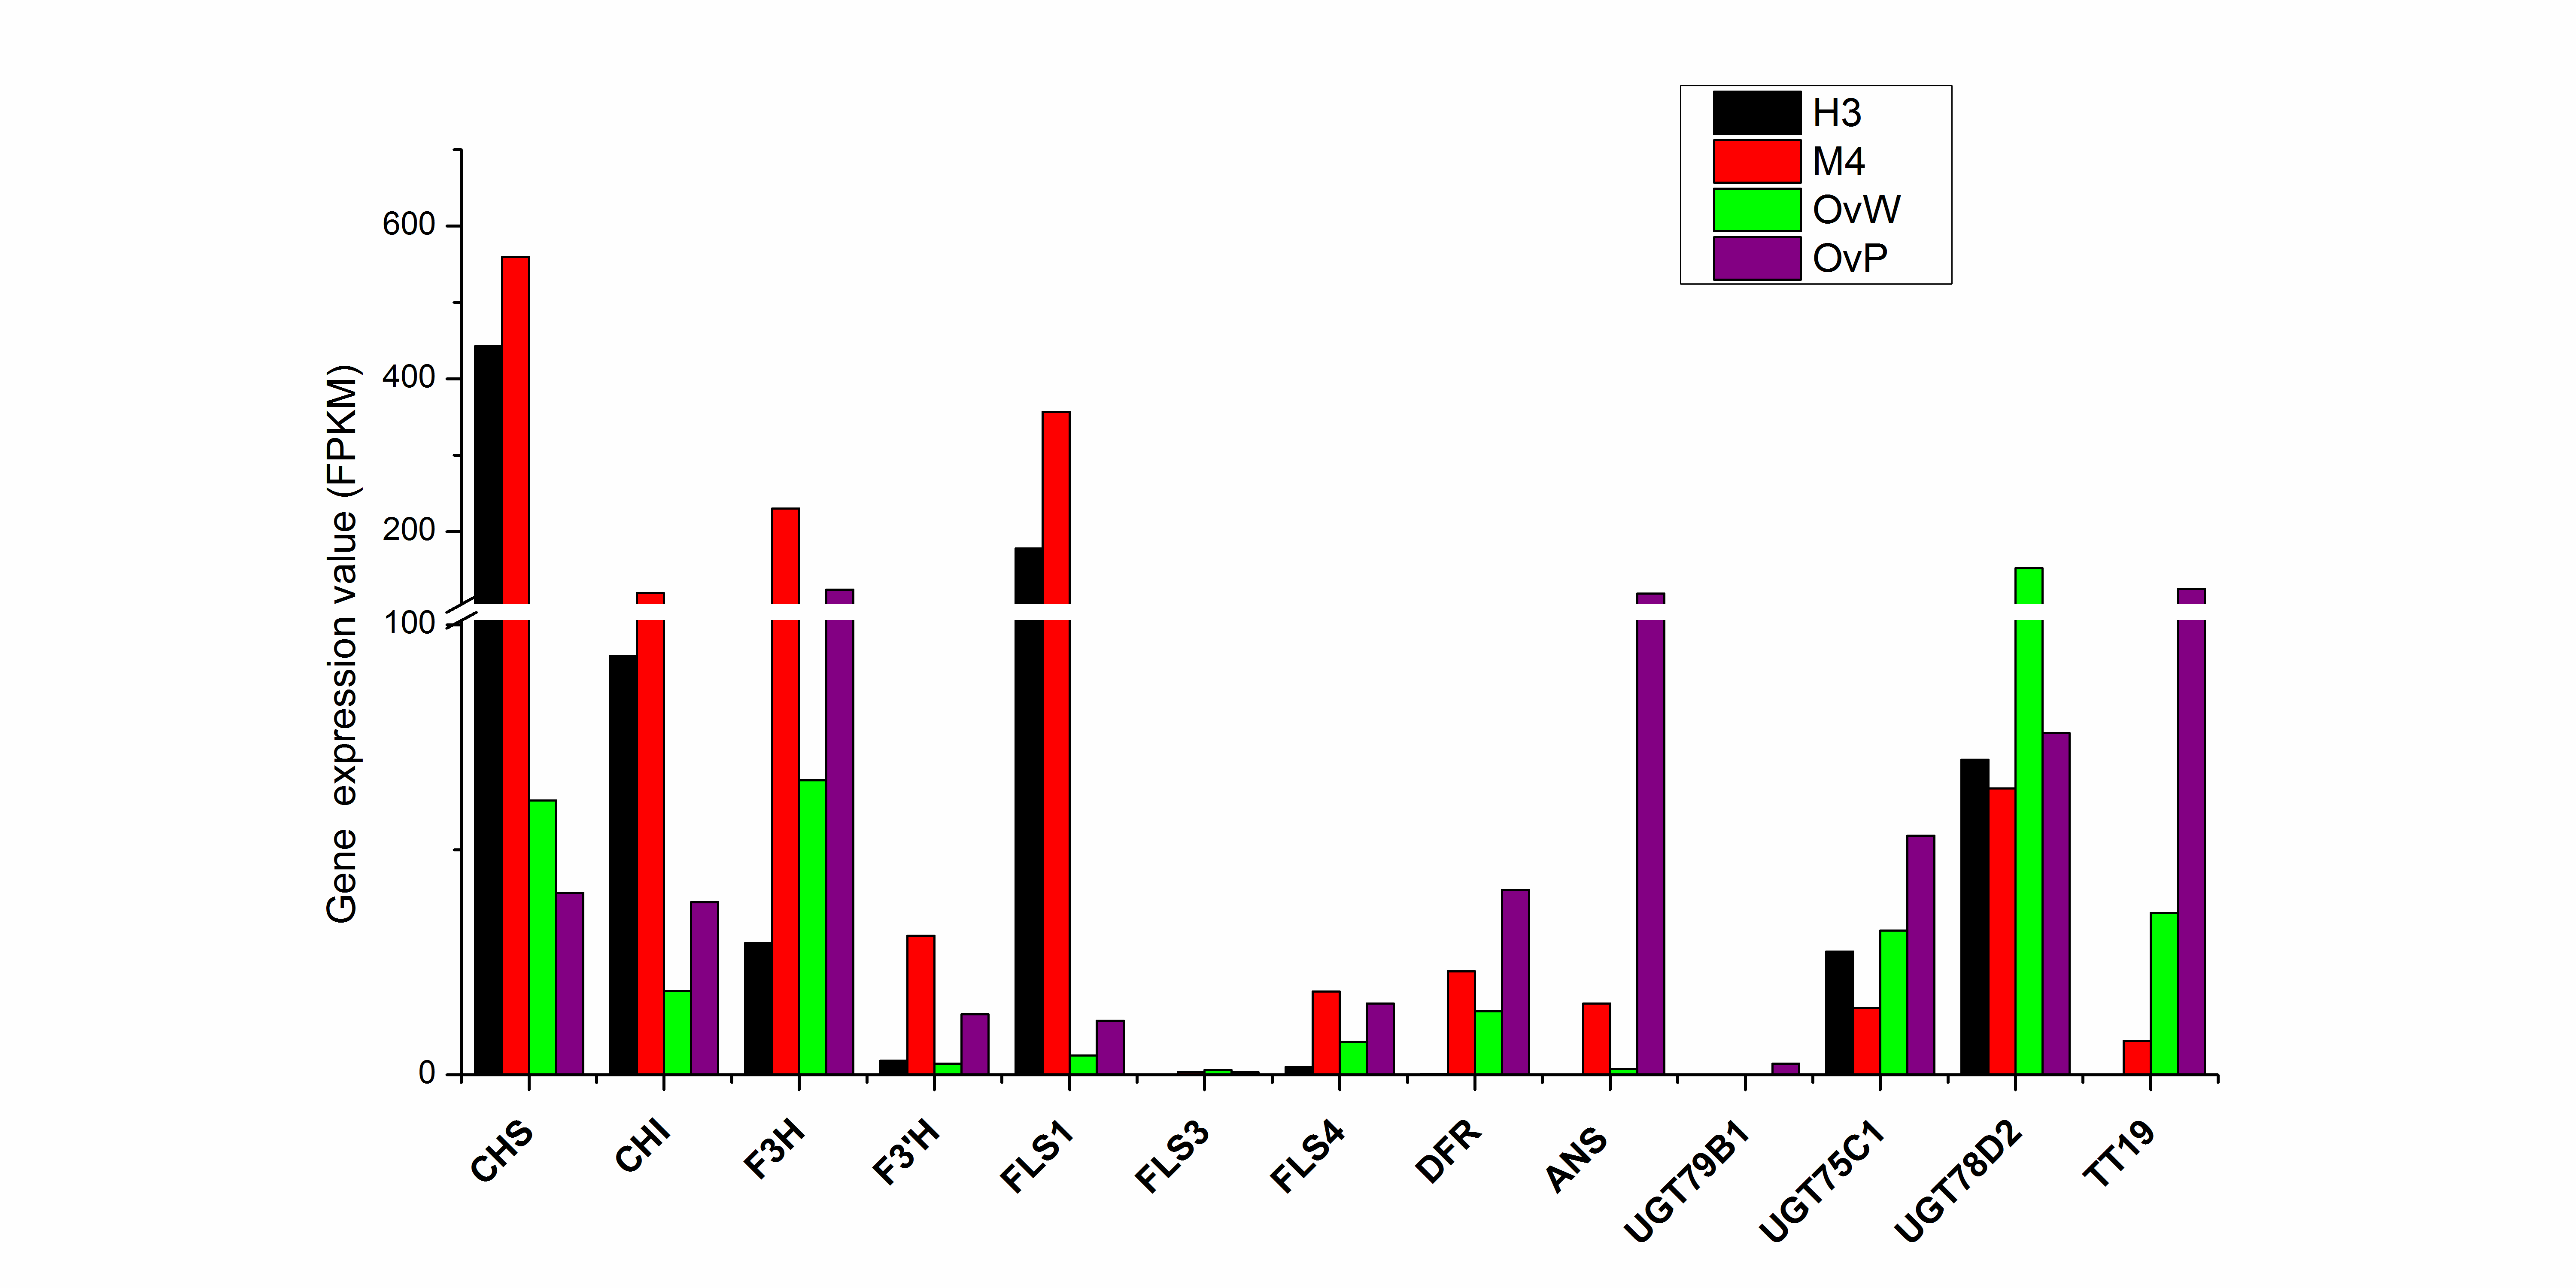
Figure S1** Comparison of the FPKM values of the EBGs and LBGs in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP). FPKM: fragments per kilobase of transcript sequence per million base pairs sequenced; EBGs: early biosynthesis genes; LBGs: late biosynthesis genes.

**
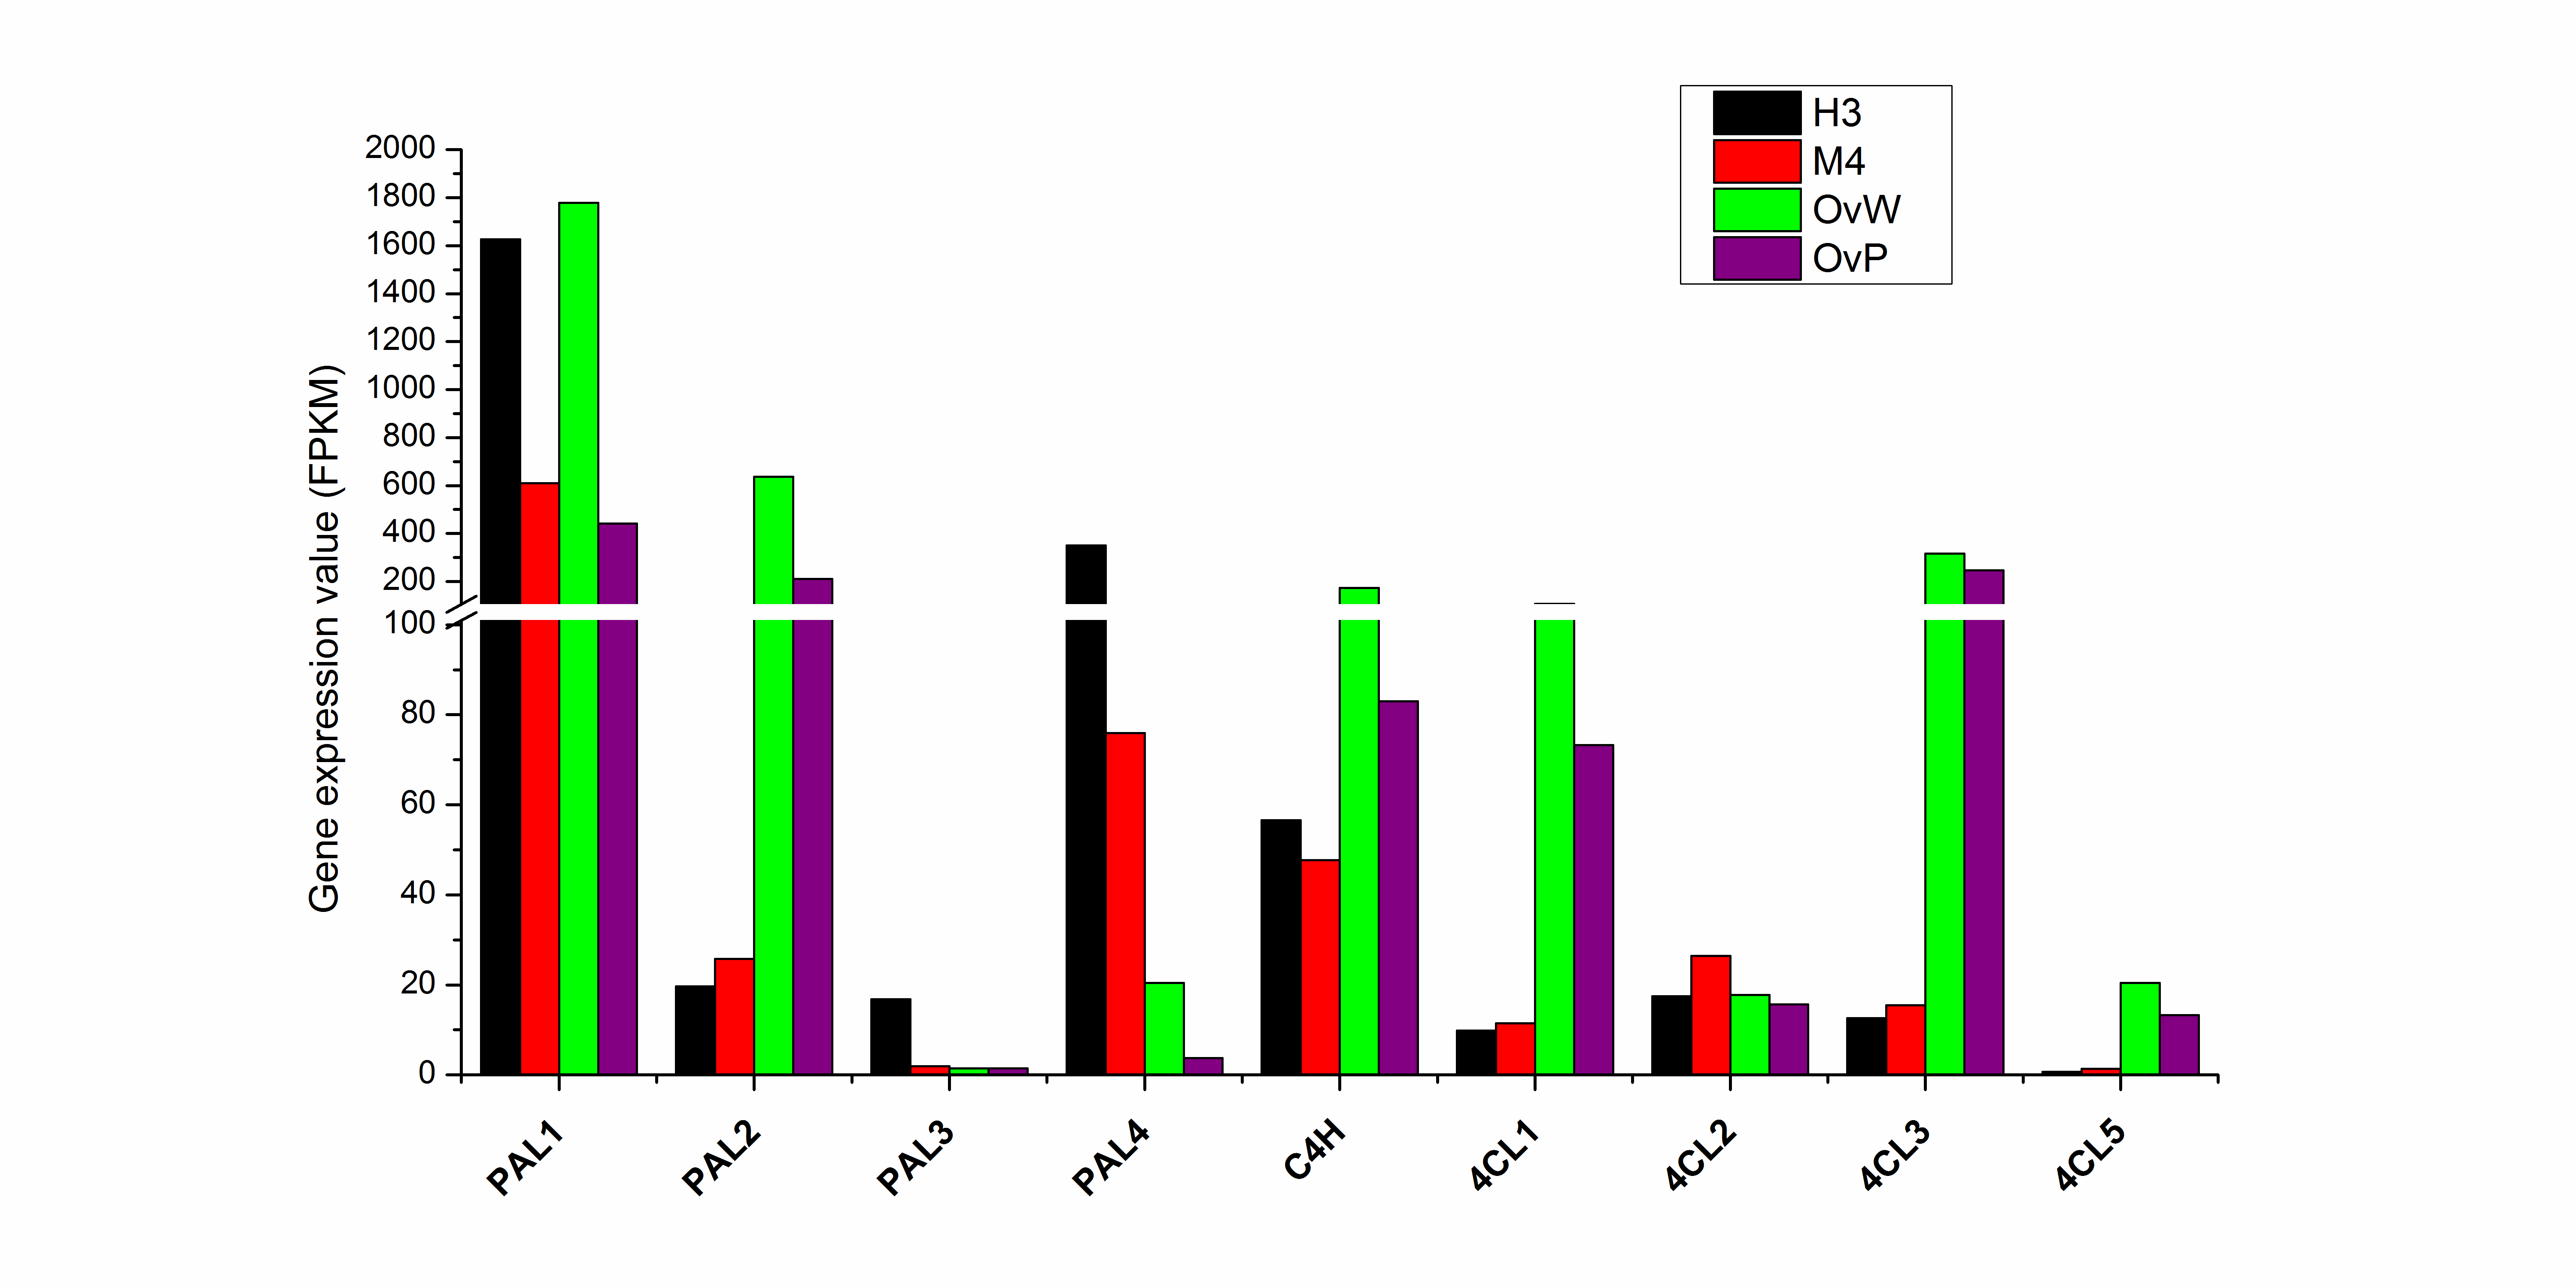
**

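Summed over orthologs, the ABGs of the phenylpropanoid pathway, which feeds phenylalanine into flavonoid synthesis, were lower or not called in the coloured petals. Of the 9 sums, 3 were called lower and 6 were not called in M4 over H3, and 4 were called lower and 5 were not called in OvP over OvW. *PAL1*, encoding phenylalanine ammonia-lyase, had a summed RPKM of 610 in M4, 1627 in H3, 442 in OvP and 1779 in OvW. Its fold was 0.300 in M4 over H3 (interval 0.293 to 0.306) and 0.254 in OvP over OvW (0.239 to 0.270). *PAL4* was 0.167-fold and 0.175-fold in the same comparisons. *PAL2* was lower in OvP, at 0.308-fold, and had a ratio of 1.07 in M4. *PAL3* was 0.0871-fold in M4, on 27 against 252 reads, and *C4H* (cinnamate 4-hydroxylase) 0.454-fold in OvP. The 4-coumarate ligase genes *4CL1* and *4CL3* were not called in M4, with ratios of 0.898 and 0.944, or 1.17 and 1.23 with total reads, and *4CL5* was called higher in M4 with total reads, at 2.12-fold. Single orthologs of *C4H* (Bra022802 and Bra022803) and *4CL5* (Bra001819) were called higher in M4, and Bra021637 of *C4H* in OvP, at 3.52-fold on 44 against 13 reads. At an assumed biological coefficient of variation of 0.4, the calls of *PAL3* in M4 and *PAL4* in both pairs held. Those of *PAL1* (p = 0.0423 in M4 and p = 0.0222 in OvP), *PAL2* (p = 0.0476), *C4H* (p = 0.182) and the single orthologs were lost (edgeR's exact test). Over 19 orthologs in *O. violaceus*, the median log2 fold was -1.19, below all of 10000 random lists matched on expression. Over 18 orthologs in M4 and H3 it was -0.15, or above 0 with total reads, at percentile 32.4.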

**Figure S2** Comparison of the FPKM values of the ABGs in the phenylpropanoid pathway in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP). FPKM: fragments per kilobase of transcript sequence per million base pairs sequenced; ABGs: anthocyanin biosynthesis genes.

**
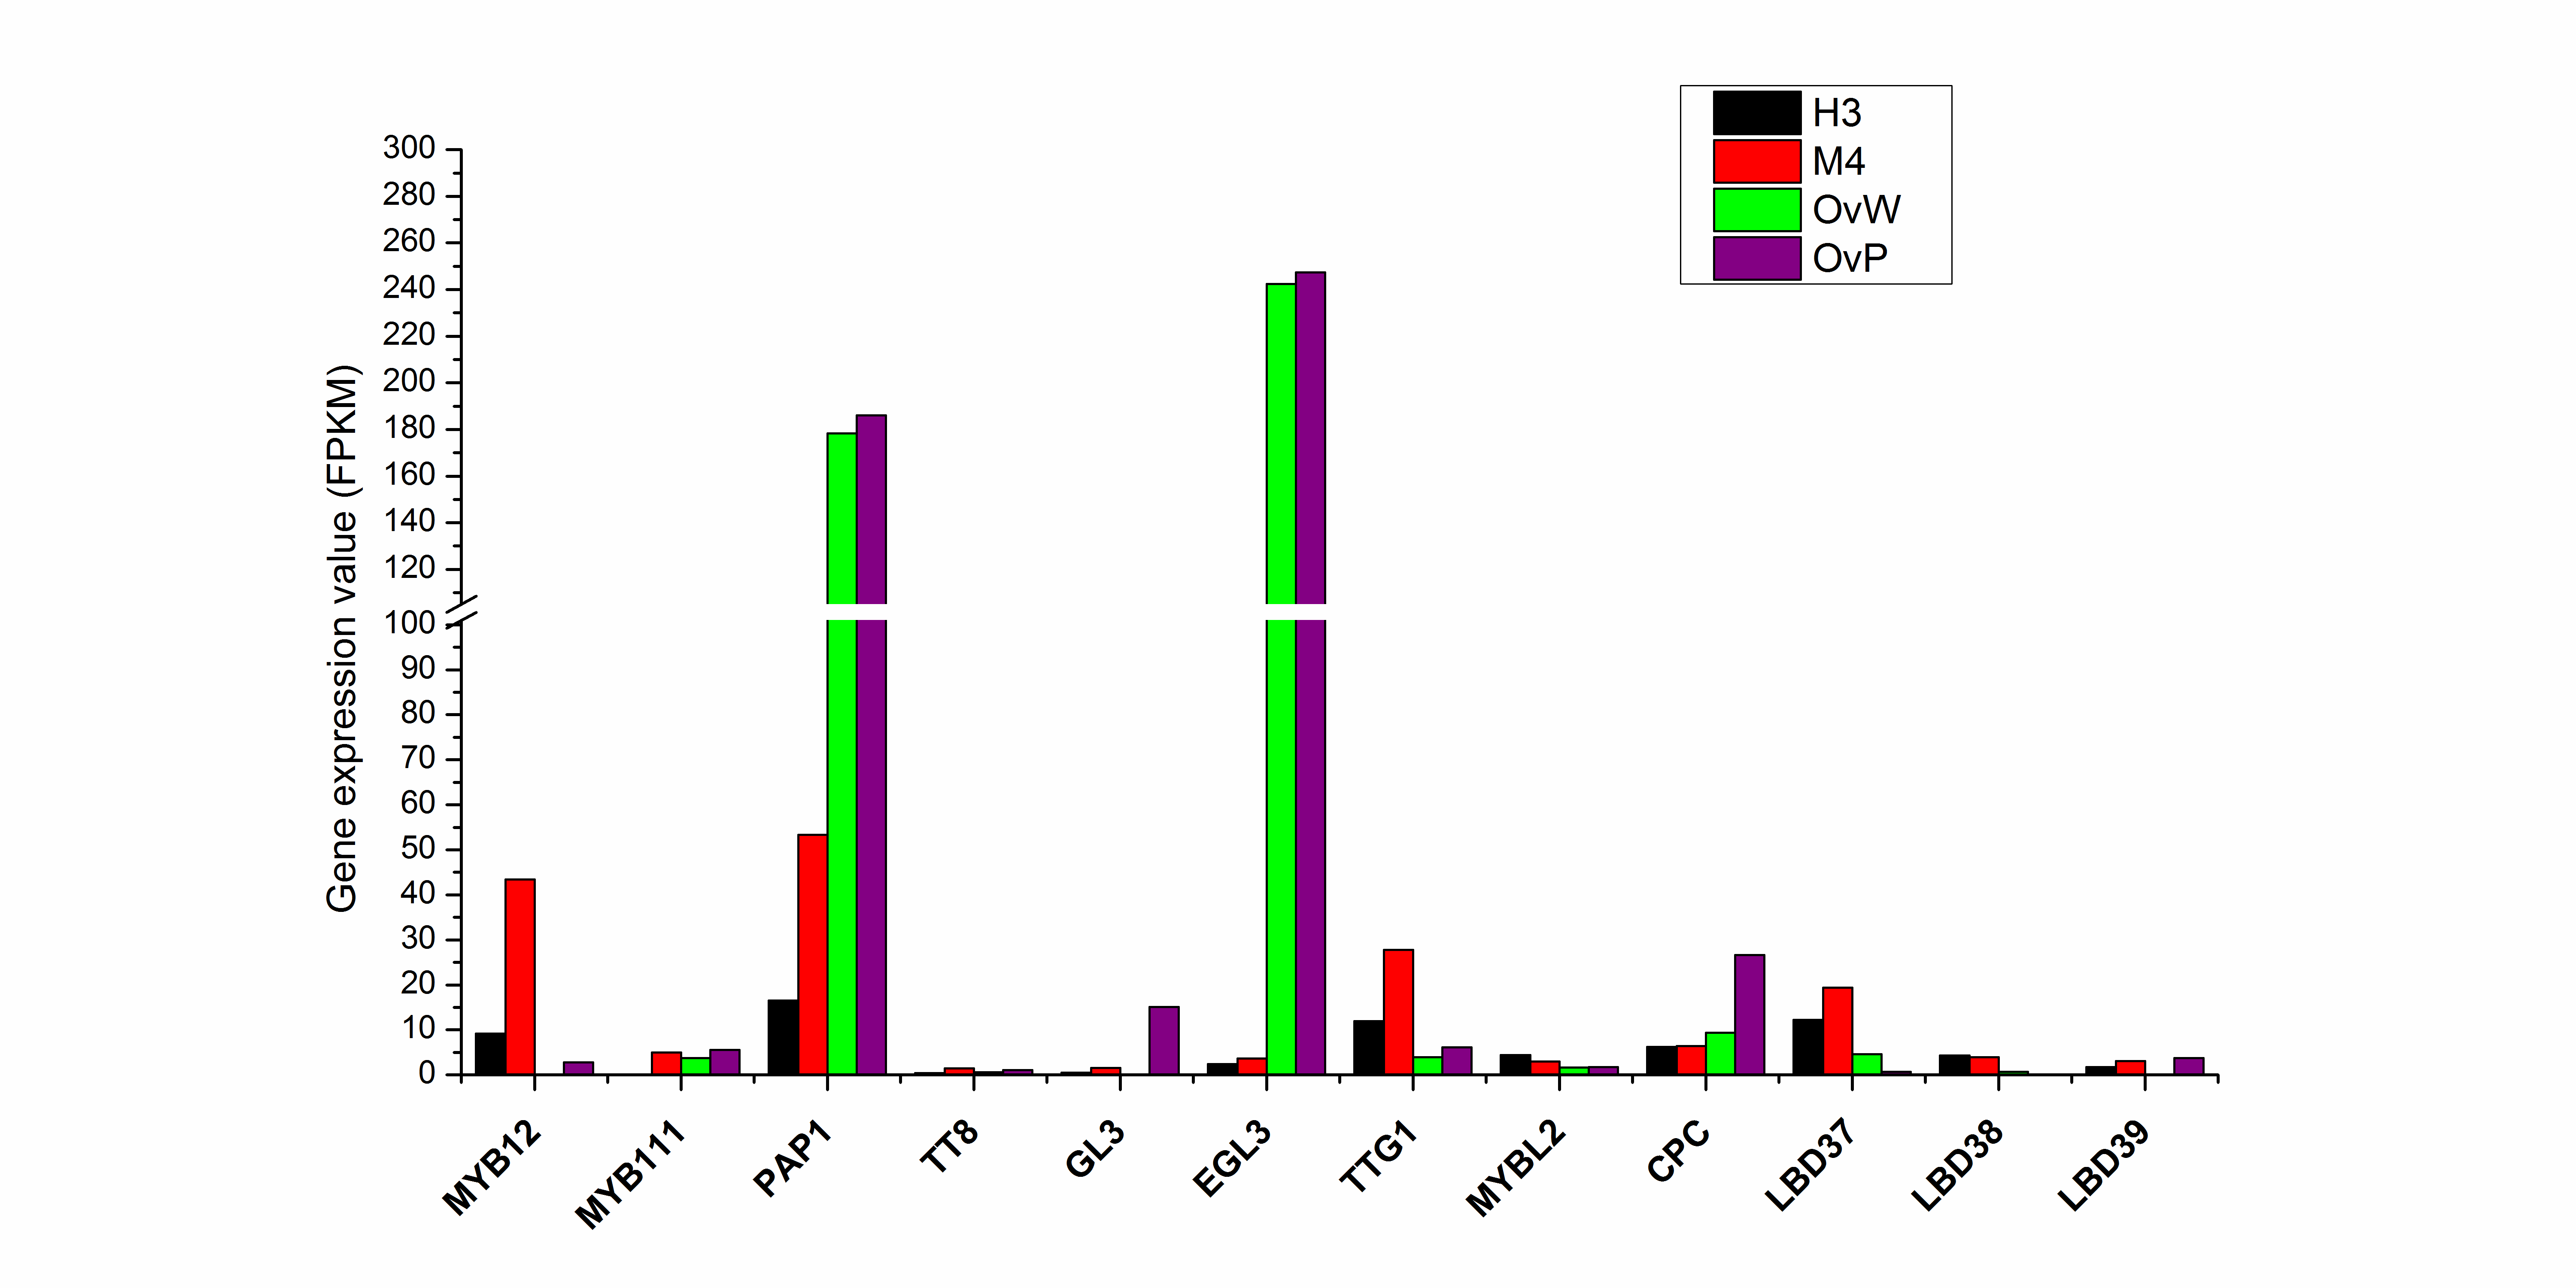
**

**Figure S3** Comparison of the FPKM values of the regulatory genes acting on the anthocyanin biosynthesis pathway in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP). Note that here, *PAP1* represents all homologs of *AtPAP1*, *AtPAP2*, *AtMYB113* and *AtMYB114* in *Brassica rapa* that have high sequence similarity. FPKM: fragments per kilobase of transcript sequence per million base pairs sequenced.

**
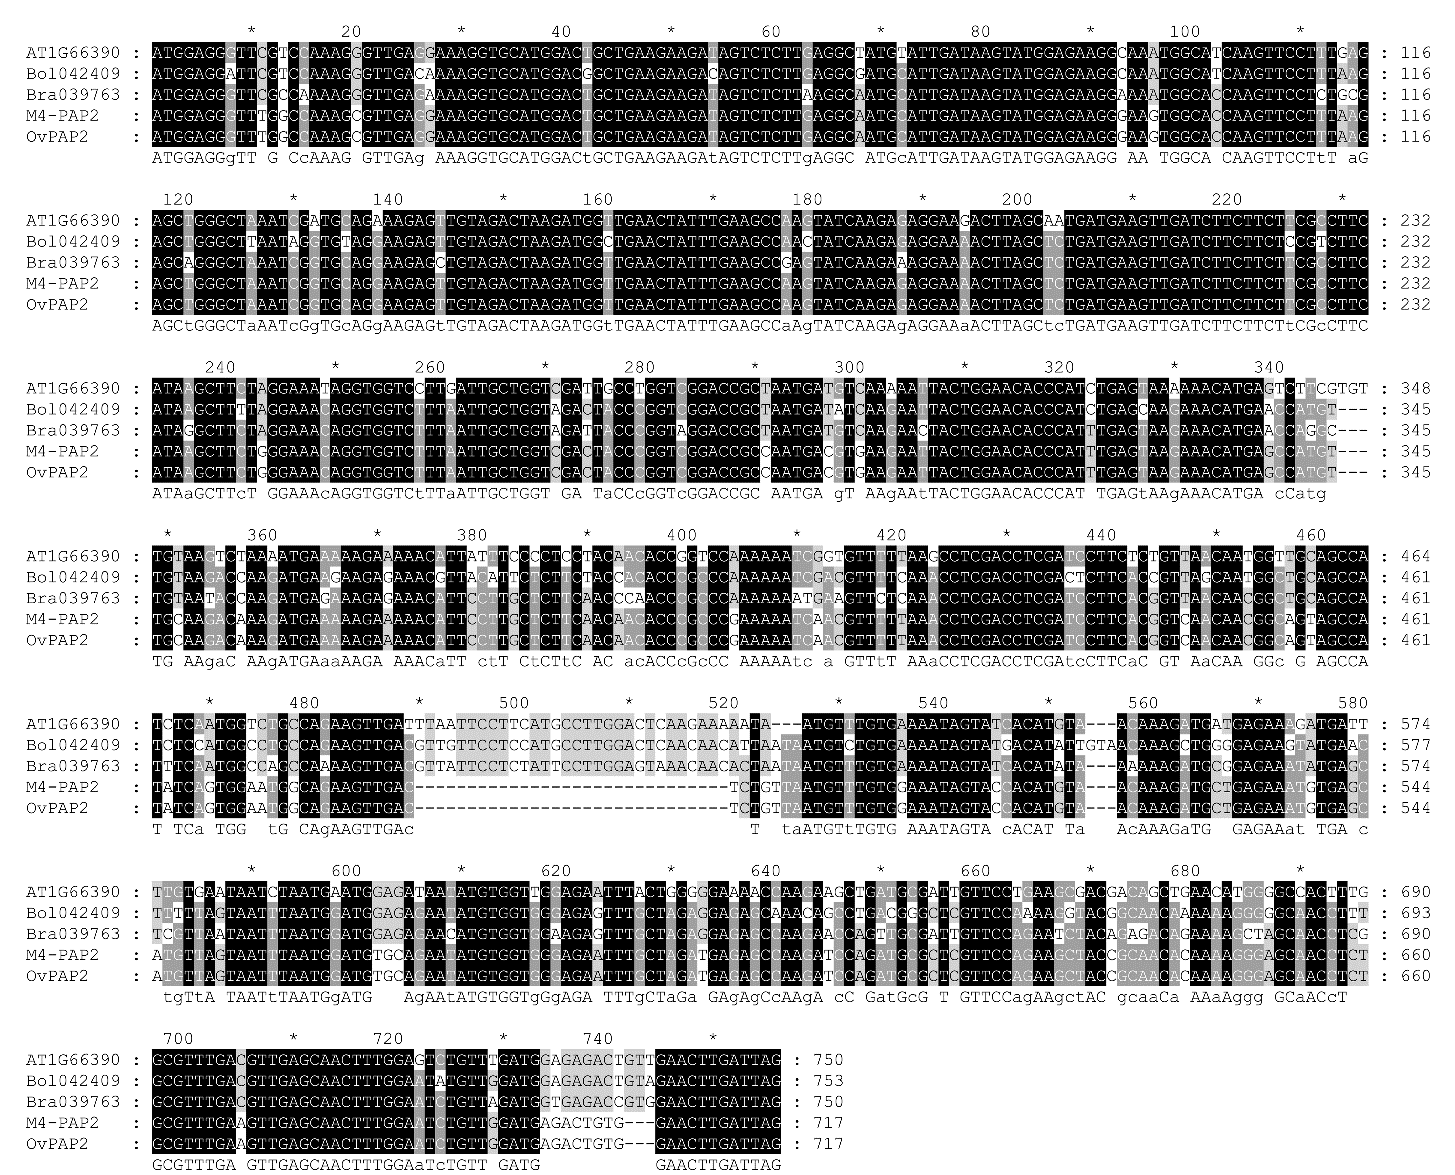
**

**Figure S4** The sequence alignment of *PAP2* in each of the samples or species.

**
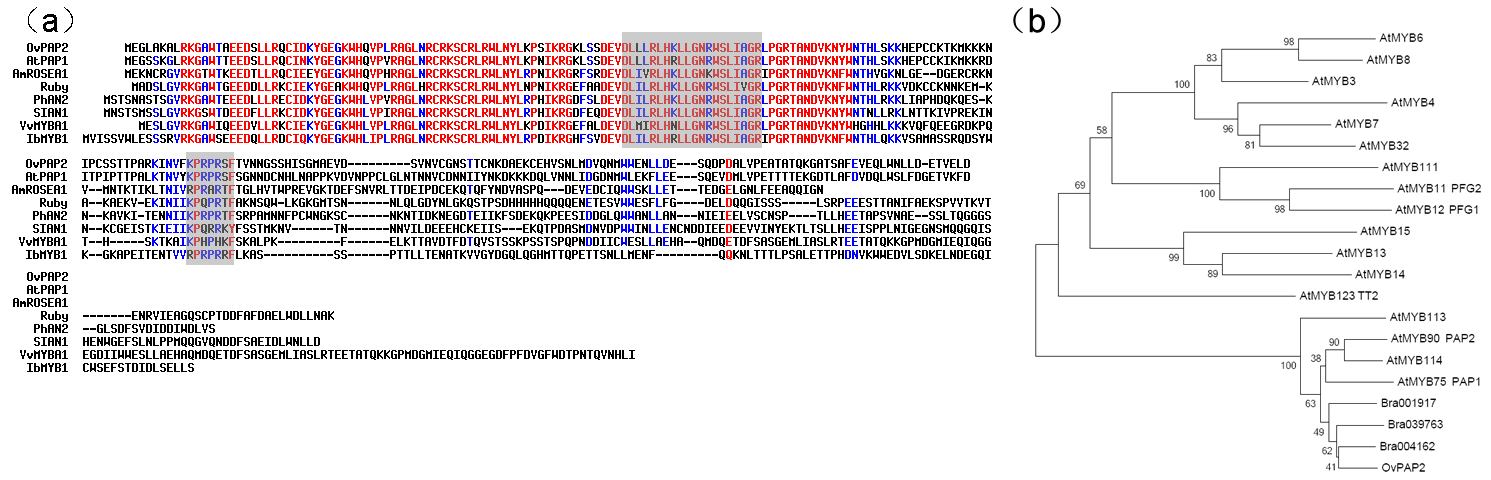
**

**Figure S5** Protein features encoded by *OvPAP2*. (a) Protein alignment of OvPAP2 with the characterized members of the anthocyanin-specific family of MYB factors. Identical amino acids are shown in pink. The GenBank accession numbers of these proteins are as follows: PhAN2 (Petunia3hybrida), AAF66727.1; Sl AN1 (tomato [*Solanum lycopersicum*]), AAQ55181.1; Ruby (*Citrus sinensis*), AFB73909.1; VvMYBA1 (*Vitis vinifera*), ABB87013.1; IbMYB1 (*Ipomoea batatas*), BAF45118.1; At PAP1 (*Arabidopsis*), ABB03877.1; and AmROSEA1 (snapdragon [*Antirrhinum majus* L.]), ABB83826.1. The signature motif within the R3 MYB DNA binding domain for interaction with bHLH proteins and the conserved motif defining members of R2R3 MYB subgroup 6 are boxed in gray based on Butelli *et al.*, (2012). (b) Phylogenetic analysis showing that the OvPAP2 transcription factor is clustered with anthocyanin-specific members of subgroup 6 from the R2R3 MYB family in *Arabidopsis*. Locus identifiers for *Arabidopsis* proteins are AtMYB3 (At1g22640), AtMYB4 (At4g38620), AtMYB6 (At4g09460), AtMYB7 (At2g16720), AtMYB8 (At1g35515), AtMYB13 (At1g06180), AtMYB14 (At2g31180), AtMYB15 (At3g23250), AtMYB32 (At4g34990), AtMYB11 (At3g62610), AtMYB12 (At2g47460), AtMYB111 (At5g49330), AtMYB113 (At1g66370), AtMYB114 (At1g66380), AtMYB75 (At1g56650), AtMYB90 (At1g66390), and AtMYB123 (At5g35550).

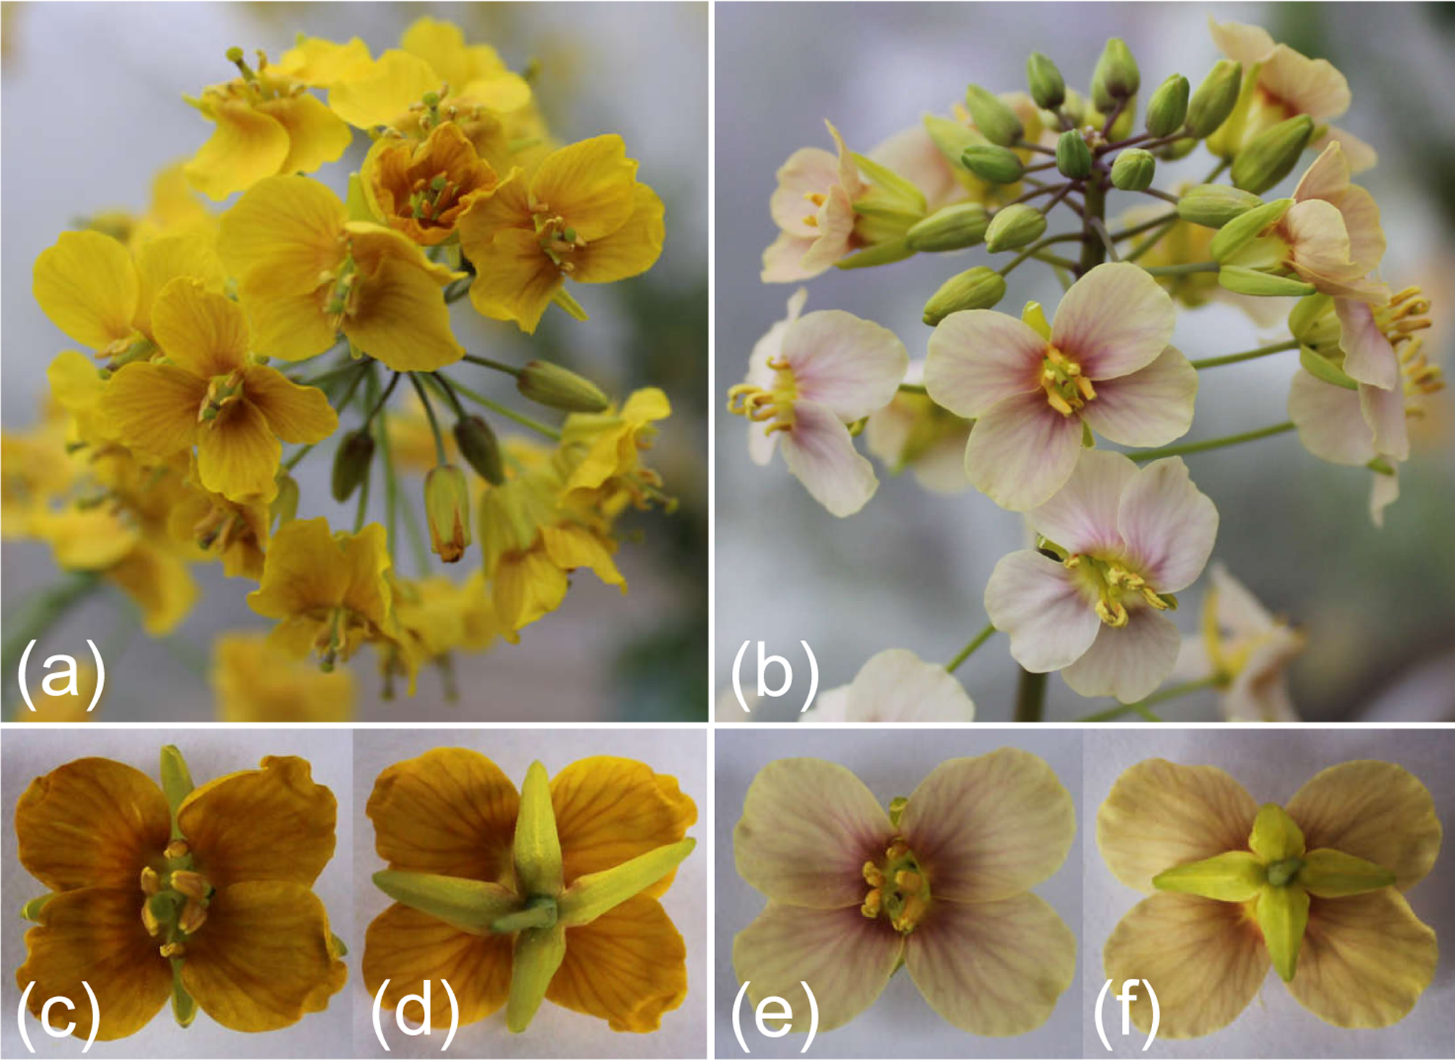

**Figure S6** Phenotypes of the offspring (T_2_ and F_2_ individuals) of the *XY355::OvPAP2* *Brassica napus* plant. (a) and (b) Inflorescence. (c) and (e) Adaxial side of flowers. (d) and (f) Abaxial side of flowers. (a), (c) and (d) T_2_ individual *XY355::OvPAP2* plant. (b), (e) and (f) F_2_ individual from a cross between the *XY355::OvPAP2* plant and *Brassica napus* cv. G1300, which has white flowers.

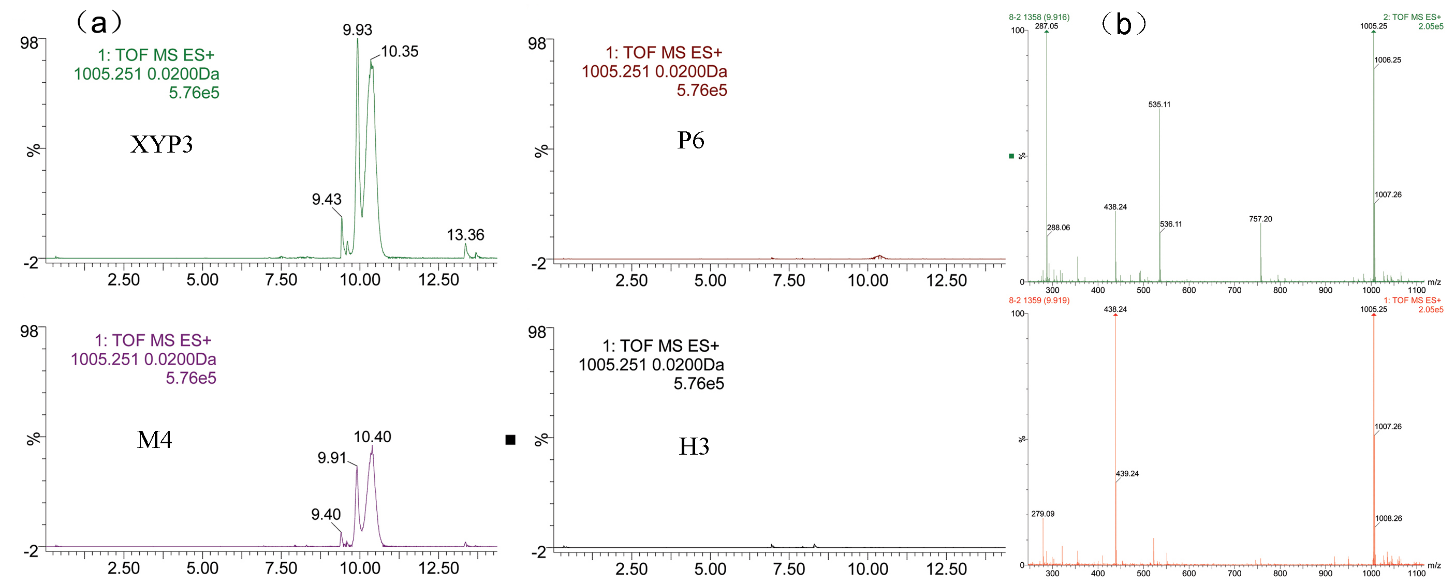
**Figure S7** Relative abundance and mass spectrum of one biomarker that is differentially accumulated in the red (M4 and XYP3) and yellow (H3 and P6) petals of *Brassica napus*. (a) Extraction peaks at a molecular weight of 1005.2124 in different samples. (b) First and second mass spectra of the extracted peak. XYP3: *XY355::OvPAP2* plant; P6: *CaMV35S::OvPAP2* plant with red anthers.

# Supplementary material for: Production of red‐flowered oilseed rape via the ectopic expression of Orychophragmus violaceus OvPAP2
**Source:** Plant Biotechnol J. 2017 Jul 26;16(2):367–80. doi: 10.1111/pbi.12777
**Supplement:** Supplementary file 2 — Table S1 Summary of alignment statistics from the RNA‐Seq of Brassica napus (H3 and M4) and Orychophragmus violaceus (OvW and OvP). Table S2 The expression levels of anthocyanin biosynthesis genes in Brassica napus (H3 and M4) and Orychophragmus violaceus (OvW and OvP). Table S4 The primers for gene cloning and vector construction. Table S5 Identified anthocyanin biomarkers that were differentially accumulated in the red and yellow petals of Brassica napus. Table S6 qRT‐PCR primers.

| **Sample** | **Raw data** | **Clean reads** | **Total mapped** | **Unique mapped** | **Expressed genes** |
| --- | --- | --- | --- | --- | --- |
| M4 | 33814714 | 30275646 (89.53%) | 17296611 (57.13%) | 16124412 (93.22%) | 31956 (77.90%) |
| H3 | 34056222 | 30383979 (89.22%) | 18118720 (59.63%) | 16941644 (93.50%) | 30979 (75.52%) |
| OvP | 29536508 | 26080543 (88.30%) | 2715153 (10.41%) | 1888900 (69.57%) | 30009 (73.16%) |
| OvW | 31797672 | 28414928 (89.36%) | 2943819 (10.36%) | 2075972 (70.52%) | 30275 (73.81%) |

**Table S1** Summary of alignment statistics from the RNA-Seq of *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP)

**Table S2** The expression levels of anthocyanin biosynthesis genes in *Brassica napus* (H3 and M4) and *Orychophragmus violaceus* (OvW and OvP)

Note: numerals underlined represents that the gene was differential expressed gene (DEG) in the corresponding group of samples.

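Table S2 lists the level of each ABG ortholog in the 4 petal libraries. In each library, all 72 values equalled the deposited RPKM within 0.005. Called by the reads of M4 and H3, the phenylpropanoid genes had 3 orthologs higher and 4 lower of 19 tested. In OvP and OvW, the phenylpropanoid genes had 1 ortholog higher and 9 lower of 21. At an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 2 of the lower calls held in each pair and none of the higher calls. The Arabidopsis match in Table S2 was that of the deposited sheet for 64 of the 72 genes and another for 8.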

**Table S4** The primers for gene cloning and vector construction

| **Primers** | **Sequences** |
| --- | --- |
| PAP2-1F | GTAGCTATCGTTGGTCCATGG |
| PAP2-1R | GCACACACAAACAAACAGTCG |
| PAP2-XF | GCTCTAGAGTAGCTATCGTTGGTCCATG |
| PAP2-BR | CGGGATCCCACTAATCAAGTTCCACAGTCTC |
| XY355-HF | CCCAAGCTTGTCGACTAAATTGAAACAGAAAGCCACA |
| XY355-PR | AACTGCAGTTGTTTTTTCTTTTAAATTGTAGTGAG |
| PAP2-PF | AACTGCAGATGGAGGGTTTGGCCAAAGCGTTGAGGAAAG |
| PAP2-KR | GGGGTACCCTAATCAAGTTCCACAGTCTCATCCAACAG |
| RV-M | GAGCGGATAACAATTTCACACAGG |
| M13-47 | CGCCAGGGTTTTCCCAGTCACGAC |
| pMDC83-nos | TCGCAAGACCGGCAACAGGA |

**Table S5** Identified anthocyanin biomarkers that were differentially accumulated in the red and yellow petals of *Brassica napus*

| Abounding in red petals | | | | |  |
| --- | --- | --- | --- | --- | --- |
| No. | Ret. Time | [M + M]^+^ m/z | MS/MS (m/z) | Tentative identification | Reference |
| 1 | 6.4351 | 789.2081 | 627/465/303 | Delphinidin-3 caffeoylglucoside -5-glucoside | 1 |
| 2 | 6.9557 | 859.2138 | 611/ 535/287 | Cyanidin 3-diglucoside-5-malonlyglucoside | 1,2,5 |
| 3 | 8.0913 | 697.1621 | 551/449/287 | Cyanidin-3-glucoside-5- malonlyglucoside | 1 |
| 4 | 8.189 | 627.1564 | 465/303 | Delphinidin-3,5-glucoside | 1 |
| 5* | 8.6855 | 713.1562 | 551/465/303 | Delphinidin -3- malonyl glucoside-5-glucoside | - |
| 6 | 8.8719 | 697.1609 | 551/449/287 | Cyanidin-3-glucoside-5- malonlyglucosid | 1 |
| 7 | 9.2074 | 727.1723 | 565/317 | Delphinidin-3 s malonylglucoside -5-glucoside | 1 |
| 8 | 9.9247 | 1005.2509 | 757/535/287 | Cyanidin 3-coumaroyldiglucoside-5-malonylglucoside | 1,3 |
| 9 | 10.3982 | 1005.2506 | 757/535/287 | Cyanidin 3-coumaroyldiglucoside-5-malonylglucoside | 1,3,5 |
| 10 | 10.478 | 1035.2608 | 787/535/287 | Cyanidin 3-feruloylmalonylsophoroside-5-glucoside | 1,3,5 |
| Abounding in yellow petals | | | | |  |
| ID | Ret. Time | [M + M]^+^ m/z | MS/MS (m/z) | anthocyanin |  |
| 1 | 7.091 | 789.2091 | 627/465/303 | Delphinidin-3 caffeoylglucoside -5-glucoside | 1 |
| 2 | 7.6087 | 773.2135 | 611/449/287 | Cyanidin 3-diglucoside-5-glucoside | 1,2,4 |

Note: * New anthocyanin identified in *Brassica*, which also not found in other species.

1. He, Q., Zhang, Z. and Zhang, L. (2016) Anthocyanin Accumulation, Antioxidant Ability and Stability, and a Transcriptional Analysis of Anthocyanin Biosynthesis in Purple Heading Chinese Cabbage (Brassica rapa L. ssp. pekinensis). *J Agric Food Chem* **64**, 132-145.
2. Lin, L.Z., Sun, J., Chen, P. and Harnly, J. (2011) UHPLC-PDA-ESI/HRMS/MS(n) analysis of anthocyanins, flavonol glycosides, and hydroxycinnamic acid derivatives in red mustard greens (Brassica juncea Coss variety). *J Agric Food Chem* **59**, 12059-12072.
3. Sun, J., Xiao, Z., Lin, L.Z., Lester, G.E., Wang, Q., Harnly, J.M. and Chen, P. (2013) Profiling polyphenols in five Brassica species microgreens by UHPLC-PDA-ESI/HRMS(n.). *J Agric Food Chem* **61**, 10960-10970.
4. Wu, X. and Prior, R.L. (2005) Identification and characterization of anthocyanins by high-performance liquid chromatography-electrospray ionization-tandem mass spectrometry in common foods in the United States: vegetables, nuts, and grains. *J Agric Food Chem* **53**, 3101-3113.
5. Zhang, Y., Chen, G., Dong, T., Pan, Y., Zhao, Z., Tian, S. and Hu, Z. (2014) Anthocyanin accumulation and transcriptional regulation of anthocyanin biosynthesis in purple bok choy (Brassica rapa var. chinensis). *J Agric Food Chem* **62**, 12366-12376.

**Table S6** qRT-PCR primers

| **Amplified genes** | **Sequences** |
| --- | --- |
| *TTG1* | AGTGTGAACGCGATTGCTTG (F) CAGGCAACGAAGAAGACCAC (R) |
| *GL3* | GGAGAGAAGGAGTTTTGCTTG (F) TTGATCCCTTGTGCTTGCA (R) |
| *TT8* | ATCTAATGGAGGAAGGCGGA (F) CCACTCGCTGATATTGCTGA (R) |
| *PAP2* | GCTTCTGGGAAACAGGTGGT (F) TGAAGGATCGAGGTCGAGGT (R) |
| *MYB12* | TCTGATCCAGTGGTGTCGTG (F) CAAGACAGAAGCCAAGCGAC(R) |
| *F3H* | TGACGGAGGAGTACAGCGAG (F) CATCGTCTCGTGTGGCTTGT (R) |
| *F3’H* | CCACACATCGCATCAGAGAG (F) CTCCGAACGGTATAAGCTCG (R) |
| *DFR* | TGCCGCCTAGCCTTATTACC (F) TGGCAGCAGCTTGTTCGTAC (R) |
| *ANS* | TTACATTGAAGCAACGAGTGAG (F) GCATCACAATCGAATCAGGAAC (R) |
| *TT19* | AATACTCCAACCAAGGCACG (F) ACATTCTTCGCCTAACCTGG (R) |
| *Bnaactin3* | TCCATCCATCGTCCACAG (F) GCATCATCACAAGCATCCTT (R) |

How the deposited data were processed for this re-analysis (not part of the article)

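RNA from petals of half-open flowers of M4, H3, OvP and OvW was sequenced by the authors, with 1 library per plant material. The authors mapped the clean reads to the *B. rapa* genome with TopHat, and the deposited read counts are raw reads per *B. rapa* gene as whole numbers. The deposited RPKM values are levels per kilobase of gene, scaled to mapped reads. Whether all or only uniquely mapped reads were used is not given in the sources used here. The paper calls these levels FPKM and states that they came from Cufflinks and Cuffdiff. DESeq is also named by the authors for scaling. The counting tool, the strand setting, the genome version, the dispersion used with edgeR and the definition of an expressed gene are not given in the sources used here, and the versions of the authors' tools are not given either.
The read sheet held 37441 genes and the RPKM sheet 37568, of which 127 were only in the latter. An Arabidopsis match was given for 35645 genes of the read sheet and not for 1796. In the sheet 36 gene symbols had been turned into dates, and for these the name of the list or the identifier was used. The column used for M4 was matched to its label by the check given with the samples, and by the number of genes with reads, which equalled that in Table S1 of the paper.
Genes with at least 1 read in a pair were tested. The analysis used R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The plan named the exact test of edgeR at a dispersion of 0. That function does not accept 0, so edgeR's binomTest, which is the same test at that dispersion, was used with TMM scaling within each pair. A gene was called at an unadjusted p of 0.01 or less and a fold of at least 2 or at most 0.5. On simulated pairs with the same depths, 99 of 100 genes changed 4-fold and 100 of 100 changed 8-fold were called for M4 and H3, and 98 and 100 of 100 for OvP and OvW. The changed genes were drawn only from genes with 20 or more reads over the pair. These rates therefore do not cover genes with fewer reads. Of simulated unchanged genes, 0.156% and 0.317% were called. The simulation held no variation between plants.
For the ABGs of Table S2, reads were summed over the orthologs of each Arabidopsis gene, and levels are the summed RPKM. The difference between the folds of both pairs was tested with a conditional exact test of the reads, which holds counting error only and no variation between plants. With 3 reads as the floor, a count of 0 allowed a level of up to 0.193 CPM (counts scaled to the library total) in M4, 0.182 in H3, 1.62 in OvP and 1.47 in OvW.
For 16 gene lists, the median log2 fold over members with 10 or more reads in the pair was set beside 10000 random lists of the same size matched on mean expression in 20 bins, with a prior count of 0.5 and a random seed of 1, where at least 5 members remained. The lists were phenylpropanoid genes, early biosynthesis genes, late biosynthesis genes, anthocyanin transport, positive regulators and negative regulators of Table S2, other flavonoid genes, carotenoid pathway, photosynthesis, anther and pollen markers, carpel markers, petal identity, glucosinolate pathway, jasmonate, heat and stress, and the genes analysed by qRT-PCR in the paper. A list of guard cell markers was added later for a test of green tissue. A percentile describes these libraries and is not a p-value.
To compare the pairs at equal depth, the reads of M4 and H3 were drawn down at random to the totals of OvP and OvW, with 20 draws. Named genes are those that the paper names by identifier or lists in Table S2, whose values had been seen, the 10 highest and 10 lowest genes of each comparison ranked by the interval bound nearest to 1, where a name was given, and the 3 highest and 3 lowest members of each list. The lists, tests, named-gene rule and alternatives were set before the data were examined, except where the closing parts say otherwise.
Alternatives were total reads and DESeq2 size factors in place of TMM, a minimum of 10 reads over the pair, assumed biological coefficients of variation of 0.1, 0.2 and 0.4 in edgeR's exact test, Benjamini-Hochberg adjusted p, folds from the deposited RPKM, only the ortholog with the most reads, minimums of 5 and 10 reads or an RPKM of 1 for an expressed gene, and, for lists, a minimum of 50 reads and a prior count of 2. The transgenic plants, qRT-PCR, metabolite data and assembled transcripts of the paper, including Table S3, were not analysed here.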

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

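The test of guard cell markers was written down before its result was seen, and the test of the scaling of photosynthesis genes was chosen after the result was seen. An assumed variation below is a biological coefficient of variation in edgeR's exact test. The results below were picked out because the folds of the pairs differed in a test of that difference and their intervals lay on opposite sides of 1, or because a list of genes that the paper does not discuss lay outside the central 95% of random lists.
The glucosyltransferase gene *UGT75C1* (Bra038445) had 328 reads in M4 and 633 in H3, and 137 in OvP and 91 in OvW. Its fold was 0.421 in M4 over H3 (interval 0.367 to 0.482) and 1.56 in OvP over OvW (1.19 to 2.06). These folds differed in a conditional exact test of the reads (p = 2.2e-18), which holds counting error only. The lower call in M4 was lost at an assumed variation of 0.4. No explanation was tested.
Other flavonoid genes had a median log2 fold of -1.57 over 6 members in OvP over OvW, at percentile 0.0700, with 1 gene called higher and 4 lower of 13. The acyltransferase gene *5MAT* (Bra036208) had 727 reads in OvP and 1861 in OvW, but 312 in M4 and 9 in H3, 28.2-fold higher. The repressor gene *MYB4* (Bra033572) had 62 reads in OvP and 247 in OvW. None of the calls in OvP over OvW held at an assumed variation of 0.4. In M4 over H3 the median was 0.43, at percentile 81.3. No explanation was tested.
Jasmonate genes had a median log2 fold of 1.20 over 17 members in M4 over H3, at percentile 99.98, with 8 called higher and 2 lower. *LOX2* (Bra004057) had 3636 reads in M4 and 156 in H3, and *LOX2* (Bra004058) had 338 and 18. *LOX2* (Bra003526), with 10260 and 22532 reads, was called lower. At an assumed variation of 0.4, 5 of the higher calls held and none of the lower. In OvP over OvW the median was -0.36, at percentile 10.9. No explanation was tested.
Heat and stress genes had a median log2 fold of 1.13 over 6 members in OvP over OvW, at percentile 99.9, with 3 called higher. *HSP101* (Bra003807) had 646 reads in OvP and 263 in OvW, and *HSP70* (Bra038734) had 892 and 372. At an assumed variation of 0.2, 2 of the calls held, and at 0.4 none. In M4 over H3 the median was 0.58, at percentile 88.3. No explanation was tested.
Photosynthesis genes had a median log2 fold of -1.10 in M4 over H3, with 16 called lower and 1 higher of 32, and of -2.11 in OvP over OvW, with 25 called lower of 33, of which 6 and 11 lower calls held at an assumed variation of 0.4. *RCA* (Bra017055) had 1189 reads in M4, 6119 in H3, 118 in OvP and 1517 in OvW. With total reads the medians were -0.71 in M4 over H3 and -2.03 in OvP over OvW, but a change of scaling moves the list and the random lists alike, so these medians decide nothing about the scaling. Green sepal or leaf tissue in the H3 and OvW libraries and lower expression in the petals themselves cannot be told apart here: guard cell markers had medians of -0.30 in M4 over H3, at percentile 9.38, or above 0 with total reads, and of -0.48 in OvP over OvW, at percentile 9.07, between the values of -1 or less and of 0 or more set in advance. Medians were taken over 21 guard cell genes with 10 or more reads in M4 and H3 and over 10 in OvP and OvW, and a difference between the plant materials was not tested.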

How the results depend on the processing

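The test of neighbouring genes in the order of Arabidopsis loci, with its alternatives, was chosen after the data were seen. All other alternatives were planned, and the planned test of neighbours on the *B. rapa* map, with its alternatives, was not run, since no table used here orders the genes on it. No paired analysis was possible because there was 1 library per condition.
With an assumed biological coefficient of variation of 0.4, the differing genes numbered 2468 for M4 and H3 and 636 for OvP and OvW, and with 0.2 they numbered 2271 for OvP and OvW. The other 7 alternatives for M4 and H3 gave 7844 to 10574, and the other 6 for OvP and OvW gave 2893 to 3910. Both alternatives for M4 and H3 at equal depth stayed above the number for OvP and OvW, with 5774 against 3706 at 10 or more reads and 3979 against 2271 at a coefficient of 0.2. Expressed genes numbered 29039 with at least 5 reads, 26043 with at least 10 and 30632 with an RPKM of at least 1.
Of the ortholog sums under their alternatives, 171 in M4 over H3 kept direction and call, 7 gained a call, 10 lost it and 10 changed direction. In OvP over OvW these numbers were 153, 3, 11 and 5. Every sum that changed direction was uncalled with TMM. In M4 over H3, total reads gave 1.17 for *4CL1*, 1.23 for *4CL3*, 1.28 for *CHS* and 1.02 for *CPC*. The RPKM ratio gave 1.16, 1.22, 1.26 and 1.04 for the same genes. The ortholog with the most reads gave 1.11 for *CHS* and 0.892 for *EGL3*. In OvP over OvW, total reads gave 1.05 for *PAP1* and 1.02 for *EGL3*, the RPKM ratio 1.04 and 1.02, and the ortholog with the most reads 1.04 for *EGL3*. At a coefficient of 0.4 the sums called in M4 over H3 were 7 higher and 2 lower, and in OvP over OvW 2 higher and 1 lower. There *PAP1* in M4 over H3 had p = 0.121 and *GL3* p = 0.241 (edgeR's exact test). A larger assumed variation widens the test by construction. For the other changes the cause was not tested.
Of the list medians, 20 with members at 50 or more reads and 27 with a prior count of 2 stayed on their side of the central 95% of random lists, and 2 and 1 did not. Total reads move a list and the random lists alike and so say nothing about this. Positive regulators in M4 over H3 had 1.11 with members at 50 or more reads, petal identity in OvP over OvW had -0.52 with the same minimum, and anther and pollen markers in M4 over H3 had -0.64 with a prior count of 2. Depth also limits what can be seen in OvP and OvW, where 5 sums lay at or under 3 reads in both libraries, against 1 in M4 and H3.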

Differences from the paper's values

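With at least 1 read for an expressed gene, and with TMM and counting error only for a differing gene, no count differed from the paper's by more than 1.5 times. Other settings gave such differences: assumed biological coefficients of variation of 0.4 for both pairs and of 0.2 for OvP and OvW, minimums of 5 and 10 reads for the expressed genes of OvP and OvW, and an RPKM of at least 1 for those of H3. All comparisons of statements below were chosen after the results were seen.
The paper states that the same number of ABG orthologs was identified in each sample. With at least 1 read as the definition, 65 of the 72 orthologs were read in M4, 59 in H3, 62 in OvP and 60 in OvW, while all were listed in the sheets. The paper states no definition.
The paper states that most early and late biosynthesis genes and *TT19* were significantly higher in M4 than in H3 and in OvP than in OvW. At the thresholds the paper states, but with TMM scaling and counting error only, 6 of 12 sums were called higher in M4 and 5 of 11 in OvP. The summed RPKM, without TMM scaling and with sums at or under the floor included, was higher for 11 of 13 in M4 and for 10 of 13 in OvP. The paper marks its differing genes by ortholog in Table S2, and those marks could not be read here. Its own calls were therefore not compared. *FLS1* was called in M4 over H3 with total reads, at 2.02-fold, and with the RPKM ratio, at 2.00-fold, and in OvP over OvW with total reads, at 2.82-fold. *F3H* was called in OvP over OvW with only the ortholog with the most reads, at 2.10-fold, a call lost at an assumed biological coefficient of variation of 0.2. *DFR*, *ANS* and *TT19* were called higher in both pairs.
The paper describes *PAP1* (Bra039763) as slightly lower in M4 than in H3. Its fold was 0.356 (interval 0.213 to 0.580), on 25 against 57 reads, past the thresholds for a differing gene. The call was lost at an assumed biological coefficient of variation of 0.4 (p = 0.108, edgeR's exact test).
Fig. 9 shows *F3′H* lower by qRT-PCR in the petals of M4 than in those of H3, read by eye, while its text places *F3′H* among the genes with higher expression in M4. In the reads, *F3′H* was 7.57-fold higher in M4 (6.02 to 9.63). *PAP2*, *MYB12*, *F3H*, *DFR*, *ANS* and *TT19* stand higher in M4 in the figure, and their sums, with the *PAP1* group for *PAP2*, were called higher in the reads. *TTG1* stands about level in the figure and was not called in the reads with TMM, and *GL3* and *TT8* are too low in the figure to be read.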

Other observations

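The test of genes read in both pairs was written down before its result was seen. The list medians and calls below, with their alternatives, and the draws at equal depth were planned. All other tests below, the tests of neighbouring genes included, and the limits for reading the draws were chosen after the results were seen.
Carotenoid pathway genes had a median log2 fold of -0.30 in M4 over H3 (percentile 46.0 among random lists), or above 0 with total reads. Of 30 genes, 3 were called higher and 8 lower. In OvP over OvW the median was -0.35 (percentile 5.17), with 4 called higher and 3 lower of 26. At an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 1 of these calls held, a lower one in M4 over H3. *PSY* (Bra008569) had 4971 reads in M4 and 966 in H3, and *ZEP* (Bra012127) 1883 and 8331. Anther and pollen markers had medians of -0.67 (percentile 2.57) and -0.49 (10.8). Carpel markers had -1.38 in M4 over H3 (3.26), with 1 called lower of 8. Petal identity genes had -0.10 (70.35), or above 0 with total reads, and -0.42 (4.585). Glucosinolate genes had 0.14 in M4 over H3 (39.4) and -0.19 in OvP over OvW (34.0). With the main settings, every median in this paragraph lay within the central 95% of random lists.
Among the lists of ABGs, the median log2 fold in M4 over H3 was 1.53 for positive regulators (percentile 99.4 among random lists). It was 0.29 for early biosynthesis genes (84.5), and -0.27 for negative regulators (16.1), or above 0 with total reads. In OvP over OvW the median was 0.24 for positive regulators (73.2) and 0.44 for early biosynthesis genes (87.5). For the genes analysed by qRT-PCR it was 1.26 (99.99). The anthocyanin transport list and, in OvP over OvW, the negative regulators and carpel markers had too few members for a median.
More genes differed between M4 and H3 than between OvP and OvW. The greater depth of the M4 and H3 libraries as the whole cause is argued against by the 5947.1 genes that differed on average at equal depth, against 3835. Fewer genes within reach of the *O. violaceus* reads as the whole cause is argued against by genes with 20 or more reads in both pairs, where the percent that differed was 1.63 times as high in M4 and H3, with a range of 1.61 to 1.64 over 20 draws. Differences between single plants or libraries cannot be told apart from differences between the plant materials with 1 library each: at an assumed biological coefficient of variation of 0.4 the ratio of the numbers was 3.88, but the pairs need not vary alike. The added chromosomes stay among the open explanations, as untested.
The *PAP1* homologs Bra001917 and Bra004162 had more reads in M4 than in H3. An equal rise of the copies read in H3 is argued against by the share of Bra001917, which was 14.9% in M4 (interval 12.2 to 18.0) and 2.00% in H3 (0.414 to 5.73). The reads that M4 had beyond H3 were a difference of scaled counts, 88.3 for Bra001917 and 343 for Bra004162. Of these, the share of Bra001917 was 20.5% (16.2 to 25.0, not an exact binomial interval), and the interval overlapped those of OvP and OvW. Reads of the *PAP2* copy on the added *O. violaceus* chromosomes may thus be among the extra reads of these 2 genes, but the third homolog, Bra039763, which also took reads in OvP (15) and OvW (11), had no extra reads in M4, with 25 against 57 in H3. The deposited sheet matches Bra001917 and Bra004162 to *PAP2* (AT1G66390) and Bra039763 to *PAP1* (AT1G56650). The paper aligned Bra039763 with *OvPAP2*, so the names alone do not settle which gene corresponds to *OvPAP2*. For expression of *OvPAP2* in M4, the paper has other evidence, not analysed here. It reports that the *PAP2* coding sequence amplified from M4 petal cDNA matched the *O. violaceus* sequence exactly. An unequal rise of the *B. napus* copies was not tested and stays open.
Of 30588 genes tested in both pairs, 551 were called higher in M4 and in OvP, against 316.9 if the calls were independent, and 472 were called lower in both, against 249.5. Genes called in opposite directions numbered 273 (higher in M4, lower in OvP) against 322.6, and 245 (lower in M4, higher in OvP) against 245.2. The numbers under independence were taken over all tested genes, including genes with too few reads to be called. They may therefore lie too low as a baseline.
Genes with 0 reads in H3, 10 or more in M4 and 5 or more in OvP and in OvW numbered 73. By the order of their Arabidopsis loci, 8.22% had another such gene within 5 loci, against 3.62% on average in 1000 random sets and an upper end of 11.0% for the central 95% of them. Within 10 loci it was 16.4%, against 7.14% on average and an upper end of 16.4%. The percentiles among random sets were 86.9 and 96.0. For up to 2 reads in H3 and 20 or more in M4 they were 67.0 and 90.6, for all 303 genes with 0 reads in H3 and 10 or more in M4 they were 93.5 and 50.5, and for 123 genes with 0 reads in M4 and 10 or more in H3 they were 0 and 2.5. The order of Arabidopsis loci leaves open whether the genes lie together. Over the *B. rapa* chromosomes the 73 genes were unevenly spread (p = 0.00650, permutation test on 10000 random sets), with 13 on A02 against 6.56 if placed at random and 11 on A04 against 4.70, but 5 on A09 against 10.2 and 3 on A01 against 7.01. No explanation was tested.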
